# Ancestral function of Inhibitors-of-kappaB regulates *Caenorhabditis elegans* development

**DOI:** 10.1038/s41598-020-73146-5

**Published:** 2020-09-30

**Authors:** David Brena, Joan Bertran, Montserrat Porta-de-la-Riva, Yolanda Guillén, Eric Cornes, Dmytro Kukhtar, Lluís Campos-Vicens, Lierni Fernández, Irene Pecharroman, Albert García-López, Abul B. M. M. K. Islam, Laura Marruecos, Anna Bigas, Julián Cerón, Lluís Espinosa

**Keywords:** Development, Epigenetics, Evolutionary biology, Gene regulation, Developmental biology, Genetics

## Abstract

Mammalian IκB proteins (IκBs) exert their main function as negative regulators of NF-κB, a central signaling pathway controlling immunity and inflammation. An alternative chromatin role for IκBs has been shown to affect stemness and cell differentiation. However, the involvement of NF-κB in this function has not been excluded. NFKI-1 and IKB-1 are IκB homologs in *Caenorhabditis elegans*, which lacks NF-κB nuclear effectors. We found that *nfki-1* and *ikb-1* mutants display developmental defects that phenocopy mutations in Polycomb and UTX-1 histone demethylase, suggesting a role for *C. elegans* IκBs in chromatin regulation. Further supporting this possibility (1) we detected NFKI-1 in the nucleus of cells; (2) NFKI-1 and IKB-1 bind to histones and Polycomb proteins, (3) and associate with chromatin in vivo, and (4) mutations in *nfki-1* and *ikb-1* alter chromatin marks. Based on these results, we propose that ancestral IκB inhibitors modulate Polycomb activity at specific gene subsets with an impact on development.

## Introduction

The mammalian inhibitors of NF-κB, known as IκBs, consist of several homologues whose main function is the cytoplasmic retention of the NF-κB transcription factors, thus leading to suppression of the pathway under non-activating conditions. Stimuli that activate the NF-κB pathway induce IκB phosphorylation at specific serine (S) residues (32 and 36 for IκBα) imposed by the IKK complex of kinases. This process leads to ubiquitination of lysines (K) 21–22 by the E3 ubiquitin ligase β-TRCP, proteasomal degradation of the repressor, and release of the NF-κB factors. Free NF-κB is then translocated to the nucleus to drive transcriptional activation of specific target genes^1^.

Alternative nuclear roles for IκBα and IκBβ homologues have previously been described thus expanding the influence of this family of repressors beyond NF-κB regulation. SUMO2/3 modification of IκBα impairs its association with the NF-κB factors^2^. We identified SUMOylated IκBα as the IκBα variant (with molecular weight of 60 kDa in contrast with the 37 kDa of canonical IκBα) capable of binding chromatin to regulate transcriptional activity of various genes that are important during embryonic development such as *Hox* and *Irx*, in cooperation with elements of the Polycomb Repressor Complex 2 (PRC2)^3,4^. Importantly, stimulation with TNFα led to activation of IκBα-bound genes in an NF-κB-independent manner, associated to the chromatin dissociation of the PRC2 subunits EZH2 and SuZ12. Similarly, Drosophila *Cactus*, the orthologous of mammalian IκB proteins, functionally interacts with components of PRC as indicated by the synergistic homeotic transformation imposed by Cactus and Polycomb mutations that was demonstrated as *Dorsal* (NF-κB) independent^3^. Nevertheless, exploring the functional role of chromatin-bound IκBα has been hampered by the prominent role of IκB proteins in the regulation of NF-κB pathway, and in the inflammatory and immune responses.

*Caenorhabditis elegans* lacks recognizable NF-κB factors such as RelA, RelB or c-Rel, which in all NF-κB-proficient organisms represent the functional effectors of the pathway. Nevertheless, *C. elegans* contains two homologues for the IκB proteins called NFKI-1 and IKB-1 of estimated molecular weights of 66.5 kDa and 66.4 kDa, the IKK family kinase IKKE-1^5^ and the β-TRCP homologue LIN-23. NFKI-1 is predominantly present in the cytoplasm of neuronal cells and acts downstream of interleukin 17 (IL-17) in a signaling pathway to regulate oxygen sensing^6^. IKB-1 has a predominant expression in the cytosol of muscle cells^7^, and *ikb-1* mutants do not exhibit any obvious phenotype^8^, but are less resistant to *S. enterica*-mediated killing^9^. Thus, *nfki-1* and *ikb-1* are not essential genes and there are no indications in the literature suggesting nuclear functions for the corresponding IκB proteins.

Here we report low penetrance developmental phenotypes in *nfki-1* and *ikb-1* mutants that phenocopy deficiencies in chromatin-related genes encoding the demethylase UTX-1^10,11^ and Polycomb proteins^12^. We demonstrate that *C. elegans* IκBs are contained at low levels in the nucleus of the cells, they interact with histones and PRC2 elements in vitro, and associate with chromatin in vivo. *nfki-1* and *ikb-1* mutants have a deregulated transcriptome associated with altered distribution of the chromatin marks H3K27me3 and H3K36me3. Thus, our study indicates the existence of ancestral nuclear functions for IκBs in an animal that lacks NF-κB factors.

## Results

### *nfki-1* and *ikb-1* are the homologs of mammalian IκBs and display specific expression patterns during *C. elegans* development

Phylogenetic trees from the TreeFam project^13^ located *nfki-1* on the IκBδ, and IκBε branch, and *ikb-1* closer to IκBα and IκBβ (Supplementary Figure S1). However, direct analysis of protein sequence similarity using BLASTP identified NFKI-1 and IKB-1 as the most likely orthologs of human IκBα and BCL3, respectively (Fig. 1A,B). BCL3 was initially identified in mammals as an IκB family member involved in the regulation of p50-NF-κB-mediated gene transcription^14,15^. The region with the highest sequence similarity between NFKI-1 and IKB-1 includes a series of ankyrin repeats, which are known to mediate the interaction between IκBs and the NF-κB transcription factors^16^. Interestingly, NFKI-1 but not IKB-1 contains the IKK phosphorylation consensus sequence (DSGXXS), which is exclusive of the IκB family of repressors and highly conserved in the mammalian IκBα, IκBβ and IκBε homologues, and the *Drosophila* protein Cactus (Fig. 1C). Western blot analysis using a monoclonal antibody against p-S32 of human IκBα from EGFP::NFKI-1 immunoprecipitates (endogenously expressed in *C. elegans* L4 stage) confirmed the presence of a phosphorylated NFKI-1 at the IKK consensus site (Fig. 1D). Lysine (K) 21, localized 12 aminoacids upstream of the phosphorylation domain of IκBα, which is either ubiquitinated to initiate proteasomal degradation, or SUMOylated to impose nuclear IκBα function in mammalian cells^2,3,17^, is also conserved in NFKI-1 (Fig. 1C). We identified additional SUMOylation consensus sites at the N-terminal half of both NFKI-1 and IKB-1, and several putative SUMO-interaction regions using the GPS-SUMO tool^18,19^ (Supplementary Figure S1). However, we do not have any experimental evidence that NFKI-1 or IKB-1 are SUMOylated proteins.

**Figure 1:**
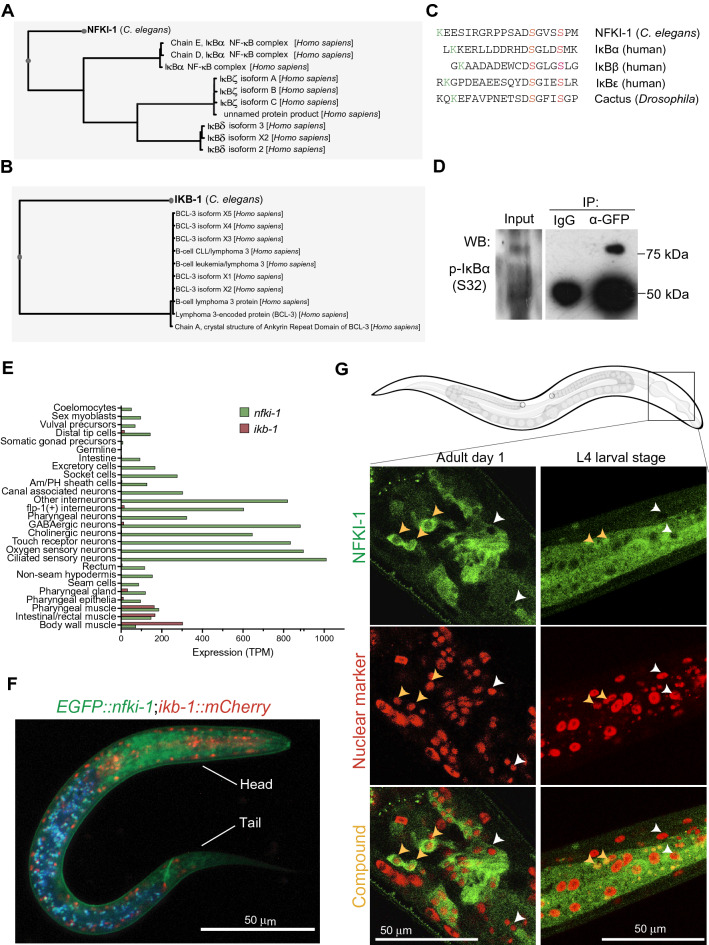
Homology of NFKI-1 and IKB-1 with human IκB proteins and cellular and subcellular patterns of expression. (**A**, **B**) Image of the first-hit alignment of the *C. elegans* NFKI-1 (**A**) and IKB-1 (**B**) proteins obtained with the BlastP program^42^. (**C**) Alignment of different IκB proteins, including NFKI-1, centered on the region that contain the consensus phosphorylation sites (residues 32 and 36 for IκBα, in red) for IKKβ kinase. Note the conservation of the upstream lysine residue that is either ubiquitinated or SUMOylated (in green) in IκBα. (**D**) Western blot analysis using the anti-p-S32-IκBα of *C. elegans* protein lysates of endogenous *EGFP::nfki-1* strain (L4 stage) precipitated with α-GFP antibody. IgG precipitation is included as specificity control. Uncropped versions of the blots are included in Supplementary Figure S5. (**E**) Tissue-specific expression profiles of L2 animals^21,23^. *nfki-1* (green) is mainly expressed in the nervous system and *ikb-1* (red) in the muscular system. Expression data is presented as transcripts per million reads (TPM). Plot was done using Graphpad Prism 8. (**F**) Microscopy image of an L1 animal carrying both EGFP::NFKI-1 and IKB-1::mCHERRY endogenous reporters. DAPI channel is merged to indicate gut autofluorescence. Scale bar: 50 µm. (**G**) Confocal microscopy images of transgenic animals showing the expression pattern of EGFP::NFKI-1 at the indicated developmental stages. mCHERRY::SFTB-1 is used as nuclear marker. Yellow arrowheads denote cells that show a nuclear and cytoplasmic EGFP::NFKI-1 signal. White arrowheads point cells that do not display a nuclear but only cytoplasmic localization at the same plane. Scale bars: 50 µm. Imaging was done with 63X magnification in Z-stacks with 0.25 µm of distance between planes. Images represent a single plane.

We searched in public transcriptomic datasets for the expression patterns of *nfki-1* and *ikb-1* in different tissues and developmental stages*.* Temporal series of RNA-sequencing (RNA-seq) during *C. elegans* embryonic development showed that *nfki-1* and *ikb-1* are expressed in late embryos, coinciding with morphogenesis and final differentiation of embryonic cells, and at all larval stages with elevated expression at dauer stage, which is acquired in starvation conditions^20–22^ (Supplementary Figure S2). A dataset of Single cell Combinatorial Indexing RNAseq (sci-RNAseq) at L2 stage shows that *nfki-1* expression is rather ubiquitous in somatic cells but enriched in neuronal cells, whereas *ikb-1* is mainly restricted to muscle cells^21,23^ (Fig. 1E).

To compare the cell type distribution of IKB-1 and NFKI-1, we characterized CRISPR-engineered endogenous fluorescent reporters and observed a low overlap between *nfki-1* and *ikb-1* postembryonic expression patterns as predicted by transcriptomic studies. At L1 stage, *EGFP*::*nfki-1* expression was clearly detected in neuronal cells of the head and tail (Fig. 1F). To explore the possibility of *nfki-1* being expressed at low levels in other cell types, we produced a multicopy transgene that overexpressed *nfki-1* under the control of its own promoter (several strains with extrachromosomal or integrated as low copy after gene bombardment). These transgenic animals displayed a ubiquitous *nfki-1::TY1::EGFP::3xFLAG* expression and an evident subcellular location in both cytoplasm and nuclei (Supplementary Figure S2). We also investigated the subcellular location of NFKI-1 by generating a strain that contains endogenous EGFP::NFKI-1 and a reporter for a nuclear protein (the splicing factor SFTB-1)^24^ .By confocal microscopy, we observed that NFKI-1 was predominant in the cytoplasm, but a low percentage of cells displayed nuclear NFKI-1 distribution (Fig. 1G). Similarly, IKB-1:mCHERRY was detected predominantly in the cytoplasm in a subset of cells (Figure S2C). These results fit with the predominant cytoplasmic distribution of IκBs in most mammalian cells^25^ (see Human Protein Atlas at www.proteinatlas.org) and the reported function of NFKI-1 associated to cytoplasmic signaling pathways^6^, but are also compatible with *C. elegans* IκB orthologs playing specific nuclear functions.

### Stress response and developmental defects in *nfki-1* and *ikb-1* mutants

Mutants for *nfki-1* and *ikb-1* were previously characterized but the studies were focused on their role in innate immunity and environmental sensing, thus no obvious developmental phenotypes were reported^6,8^. By CRISPR-Cas9, we created additional mutant strains to avoid phenotypes due to side mutations on the existing strains (produced by mutagenesis) (Fig. 2A). First, since *nfki-1* and *ikb-1* are both upregulated under dietary restriction^26^, we conducted a survival assay with starved L1 *nfki-1* and *ikb-1* mutants to explore their sensitivity to environmental stresses*.* We found that *nfki-1(cer2)*, *ikb-1(cer9)* and the double mutants survived longer in the absence of food compared with wild type worms and two experimental control strains that show sensitivity to starvation stress (Fig. 2B).

**Figure 2:**
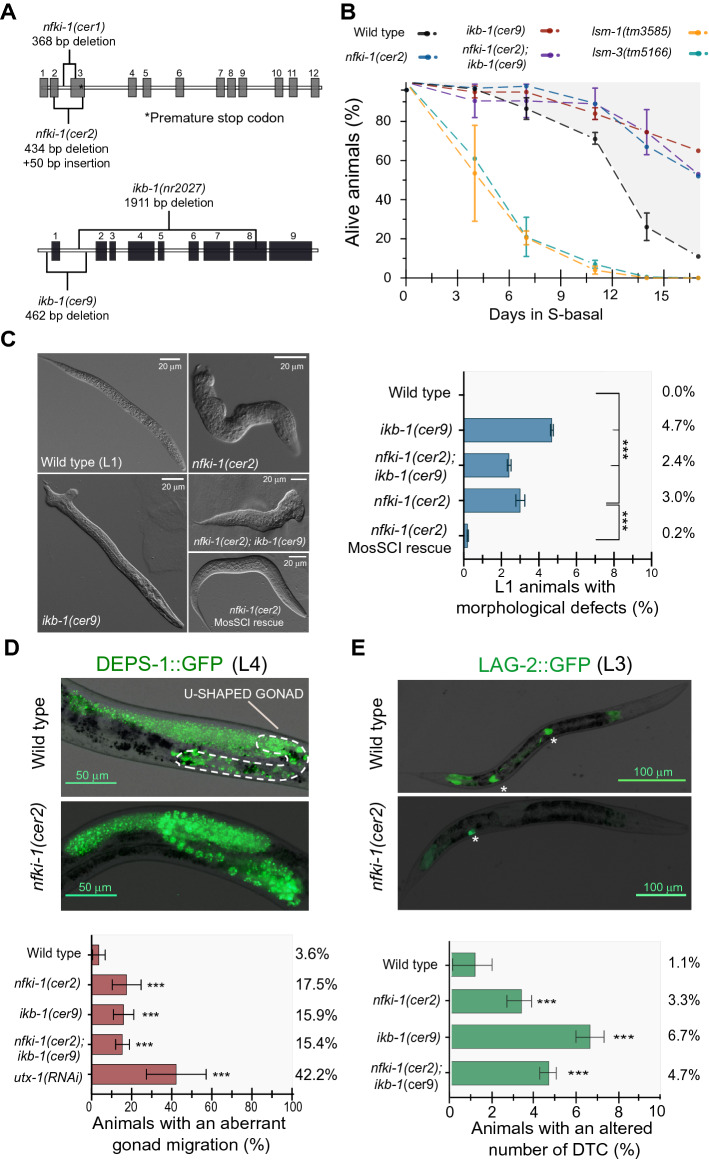
Phenotypes of *nfki-1* and *ikb-1* mutants. (**A**) Graphical representation of the *nfki-1* and *ikb-1* mutants used in the study. *cer1* allele is a CRISPR-generated 368 bp deletion near *nfki-1* exon 2. *cer2* is a 434 bp deletion and 50 bp insertion at exon 2. Both modifications generate premature stop codons. *cer9* allele is a 462 bp deletion that includes the ATG start codon of *ikb-1. nr2027* is a 1911 bp deletion of *ikb-1* that includes the ankyrin-repeat domains encoding sequence^8^. (**B**) Survival curves of the indicated nematode genotypes growing under nutrient restriction. We included as experimental controls the *lsm-1(tm3585)* and *lsm-3(tm5166)* strains, null alleles mutants of two members of the Sm-like (LSm) family of proteins previously demonstrated to be sensitive to starvation stress^43^. n = 100 animals per time point. N = 2. Error bars show standard deviation (SD) of 2 experiments. Statistically significant differences were calculated using two-tailed Spearman correlation test (CI 95%). (**C**) Differential Interference Contrast (DIC) images showing diverse aberrant morphologies observed in *nfki-1*mutants and an animal harboring a single copy of *nfki-1* that rescues morphological defects^6^. n > 3000*.* N = 2. Error bars show SD of 2 experiments. Statistically significant differences were calculated using two-sided Chi-square test (CI 95%). (**D**) Representative microscopy images of wild type and *nfki-1(cer2)* worms displaying gonad migration defects. The dashed white line depicts the typical U-shape of the normal gonad in the image of the wild type animal. Graph shows the percentage of animals with an aberrant gonad migration phenotype. n > 60. N = 3. Error bars show SD of 3 experiments. Statistically significant differences were calculated using two-sided Chi-square test (CI 95%) (**E**) Alterations in the number of DTCs were visualized using the LAG-2::GFP reporter line. Note the presence of two DTCs in the WT and a single DTC in the *nfki-1* mutant (white asterisks). Scale bar: 100 µm. Graph display the percentage of animals with an abnormal DTC number. n > 1000. N = 3. Error bars show SD of 3 experiments. Statistically significant differences were calculated using two-sided Chi-square test (CI 95%). Plots in panels (**B**–**E**) were generated using Graphpad Prism 8.

Remarkably, by a careful microscopic examination, we found that a low but significant percentage of *nfki-1(cer2)* and *ikb-1(cer9)* mutants displayed severe morphological defects that were initially overlooked with the stereomicroscope (Fig. 2C). To confirm that these defects were caused by IκB mutation*s*, we performed two additional experiments: (1) we produced an additional *nfki-1* allele, removing the whole *nfki-1* coding sequence (Supplementary Figure S3), and observed a similar phenotype (Supplementary Figure S3) and (2) we rescued the *nfki-1(cer2)* phenotypes with a single copy of *nfki-1* inserted in another chromosome^6^ (Fig. 2C). Of note, these morphological defects are similar to those observed in mutants of *Hox* genes^27–29^ and Polycomb mutants^30^, suggesting that IκB deficiency affected PRC2 function, as we described in *Drosophila* and the mammalian skin and intestine^3,31^. We also observed consistent defects in gonad migration of *nfki-1(cer2)* and *ikb-1(cer9)* mutant animals, which are analogous to those found upon RNAi depletion of the H3K27 demethylase gene *utx-1* (Fig. 2D), also producing severe morphogenetic defects at L1^32^. An aberrant gonad migration could be consequence of a defective Distal Tip Cell (DTC), which is a somatic cell that controls this migration process^33^. Since single cell transcriptomics of *C. elegans* larvae detected expression of *nfki-1* and *ikb-1* in DTCs (Fig. 1E), we studied the cellular differentiation of these cells by using the LAG-2::GFP marker. A small percentage of animals (3% to 6%) displayed an aberrant number of DTCs (mostly one DTC instead of two) (Fig. 2E). This result suggests that the aberrant gonad phenotype observed in *nfki-1* and *ikb-1* mutants could be due to defects in specification or differentiation of the DTCs. Interestingly, a double mutant strain for *nfki-1* and *ikb-1* did not increase the phenotype, suggesting that these genes may act in the same genetic pathway.

Altogether, our results indicate that IκB proteins contribute to the regulation of *C. elegans* development. Since *C. elegans* lacks NF-κB factors, we speculated that IκB function in nematode development might be related with modulation of Polycomb activity, that impacts on the differentiation state of specific cell types.

### NFKI-1 and IKB-1 physically interact with histones and PRC2 proteins in vitro and bind to the chromatin in vivo

Supporting a role for *C. elegans* IκBs in chromatin regulation, by pull down assays, we demonstrated that HA-tagged NFKI-1 and IKB-1 expressed in mammalian HEK-293T cells bind histone H2A and H3, and to a minor extent H4 (Fig. 3A). We then determined whether NFKI-1 and IKB-1 bind the *C. elegans* PRC2 subunits MES-2, MES-3 and MES-6. Both NFKI-1 and IKB-1 bound PRC2 elements in vitro, and the interaction domain was specific for each PRC2 protein (Figs. 3B–E). In contrast, neither NFKI-1 nor IKB-1 expressed in mammalian cells interacted with p50 or p65 NF-κB proteins in co-precipitation experiments (Fig. 3F).

**Figure 3:**
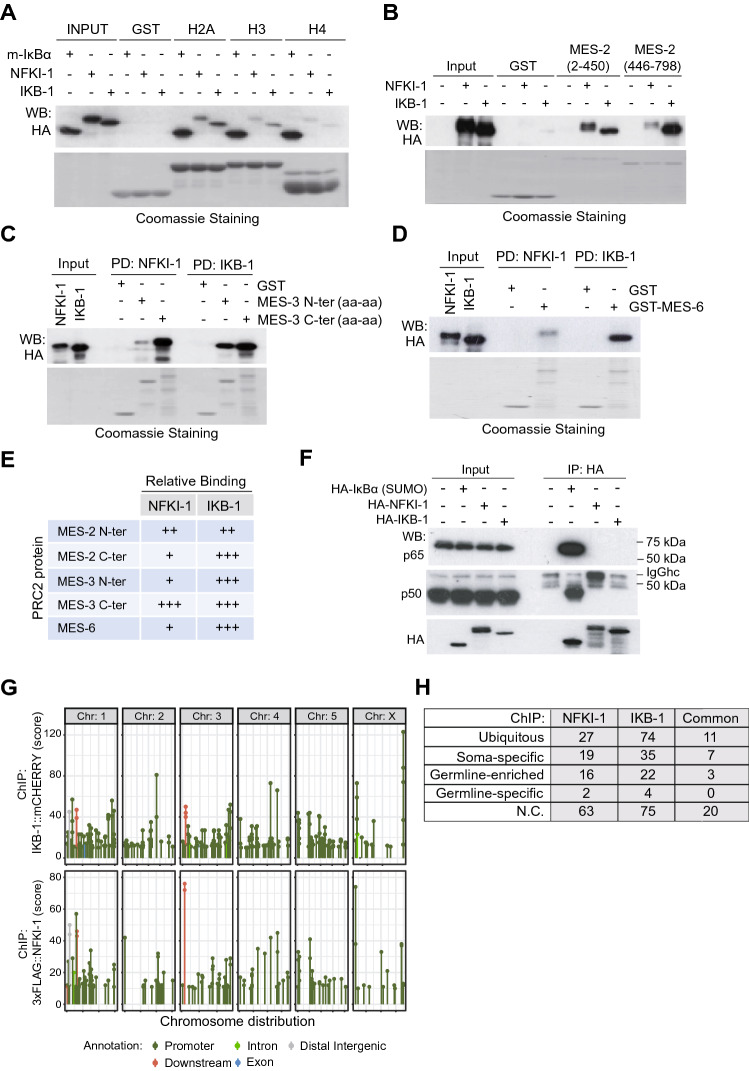
*C. elegans* IκBs physically interact with histones and PRC2 proteins, but not mammalian NF-κB proteins in vitro and bind chromatin in vivo. (**A**) Pull-down assay using HA-tagged NFKI-1, IKB-1 or mammalian SUMO-IκBα expressed in HEK-293 T cells and the indicated GST-fusion histone constructs as bait (**B**–**D**) Pull-down assays from HA-tagged NFKI-1 or IKB-1 containing extracts using GST-fusion proteins containing the indicated fragments of MES-2 (**B**), MES-3 (**C**) or MES-6 (**D**). (**E**) Summary of the data shown in (**B**–**D**). (**F**) Extracts from HEK-293 T cells transfected with HA-tagged human SUMO-IκBα or *C. elegans* NFKI-1 and IKB-1 were used in co-immunoprecipitation experiments to measure association with the NF-κB proteins p65/RelA and p50. Western blot analysis of a representative experiment is shown. (**G**) Distribution of peaks from 3xFLAG::NFKI-1 and IKB-1::mCHERRY ChIP-seq across *C. elegans* chromosomes, indicating the localization of the peaks relative to the closest annotated gene. Data are presented relative to input. Plot done with ggplot2 package (version 3.2.1, R software version 3.6.1). (**H**) Table indicating the cell-type category distribution of genes identified in the ChIP analysis. Uncropped versions of gels and blots are included in Supplementary Figure S5.

Next, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) in 3xFLAG::NFKI-1; IKB-1::mCherry endogenous reporters at L1 stage using anti-FLAG and anti-mCherry antibodies. We detected association of NFKI-1 or IKB-1 to chromatin at 127 and 210 genes, respectively. NFKI-1 and IKB-1 ChIP peaks primarily localized at the promoter regions of genes and were similarly distributed among chromosomes (Fig. 3G) (Supplementary Table S1). Among potential IκB target genes we identified soma-specific, germline-enriched and ubiquitously expressed, and none of these categories was notably predominant (Fig. 3H).

Together these results indicate that NFKI-1 and IKB-1 have the capacity to bind chromatin, likely through direct interaction with histones, as well as other chromatin-related proteins such as PRC2 subunits.

### Gene expression changes in IκB-deficient mutants correlate with altered Polycomb-deposited chromatin marks

To validate the possibility that NFKI-1 and IKB-1 exert specific functions in the chromatin of *C. elegans* cells, we synchronized *C. elegans* larvae at L4 stage of wild type and mutant strains, and worm extracts were split in two groups to perform RNA-seq and ChIP-seq experiments with equivalent samples. 

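The RNA-seq of L4 larvae covered whole animals of WT, *nfki-1(cer1)*, *ikb-1(nr2027)* and the *nfki-1(cer1); ikb-1(nr2027)* double mutant, collected 36 h into growth at 25 °C, and the sample labels give 2 replicates per strain. The protocol recorded with the samples also describes collagenase digestion, cell sorting and LD-PCR, which the methods do not mention for these samples, and 1 heading of Supplementary Table S2 names *cer2* for the double mutant, where the labels name *cer1*. The authors counted uniquely aligned reads on each gene with HTSeq, and the values analysed here are these counts before any normalization. Reads counted on genes came to 21948017 and 21990865 in WT, 22373456 and 22318739 in *nfki-1(cer1)*, 19742489 and 19735958 in *ikb-1(nr2027)*, and 20424573 and 20406673 in the double mutant. With the reads on no gene included, the files held between 22792729 and 26510577 reads. All L4 values use the reads on genes, scaled between libraries with edgeR's TMM method, and 14812 genes passed edgeR's filter on low counts. The paired files of each strain were compared over genes with 50 to 1000 counts in the pair. Their mean squared difference was 3.37 to 4.45 times the counting variance. After removing for each gene the difference between files that the other strains showed, it was 0.449 times the counting variance in WT, 0.463 times in *nfki-1(cer1)*, 0.510 times in *ikb-1(nr2027)* and 0.464 times in the double mutant. Pairs simulated with counting noise alone gave 0.975 to 1.01. The same measure was 9.50 between the L1 replicates of WT, 7.11 between those of *nfki-1(cer2)* and 13.4 between those of *ikb-1(cer9)*. Apart from the difference that the strains shared, the 2 L4 files of each strain thus differed by less than the sampling noise, and they were counted as 1 sample. The difference between the files of a pair was shared by the strains, with Pearson's r between 0.947 and 0.958 across 8318 genes, which are not independent replicates. The spread between worm populations is thus not known at L4, and intervals given for L4 ratios are exact binomial 95% intervals that cover counting error only. They take the reads of both files as independent, so they are too narrow even for that error if the files share fragments.

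**Figure D1:**
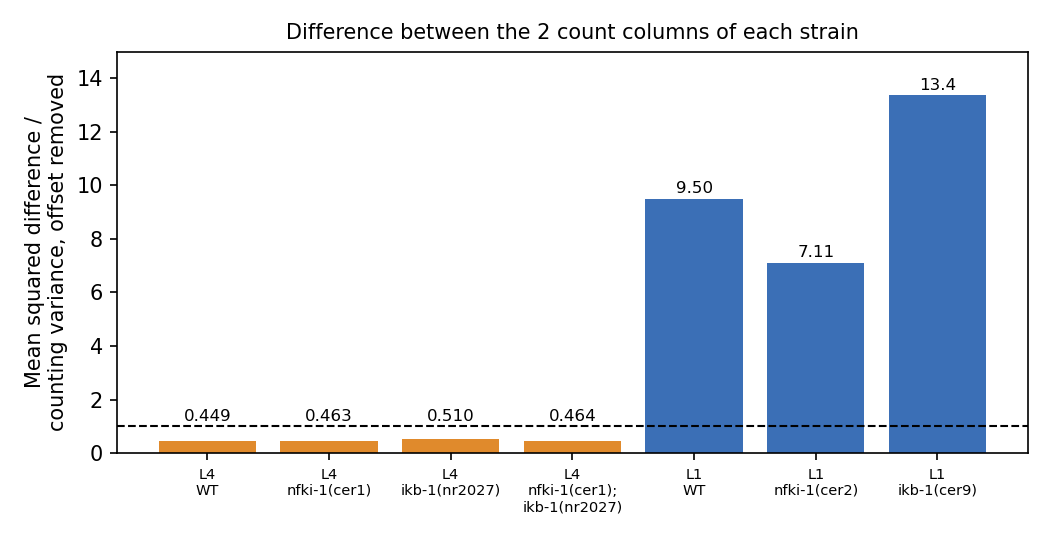
Mean squared difference between the 2 count columns of each strain after removing the difference shared by the strains, in units of the counting variance, for L4 (orange) and L1 (blue), with a dashed line at the counting variance. The L4 strains lie between 0.449 and 0.510, and the L1 strains between 7.11 and 13.4.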

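The deletions were visible in the counts of the mutated genes, although reads on the parts that each allele leaves in place are still counted. *nfki-1*, which the files list as C33A11.1, lies on chromosome X of WBcel235 from 15355238 to 15363861. It had 36.8 CPM (counts scaled by library size, as edgeR gives them) in L4 WT, 6.82 in *nfki-1(cer1)* and 7.27 in the double mutant, log2 ratios to WT of -2.43 (interval -2.68 to -2.19) and -2.33 (interval -2.60 to -2.07). In *ikb-1(nr2027)* it had 25.0 CPM, a log2 ratio of -0.56. *ikb-1* lies on chromosome I from 9685398 to 9688653 and had 11.7 CPM in WT, 3.43 in *ikb-1(nr2027)* and 2.76 in the double mutant, log2 ratios of -1.78 (interval -2.18 to -1.39) and -2.09 (interval -2.55 to -1.66). Its log2 ratio in *nfki-1(cer1)* was -1.02 (interval -1.33 to -0.71).

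**Figure D2:**
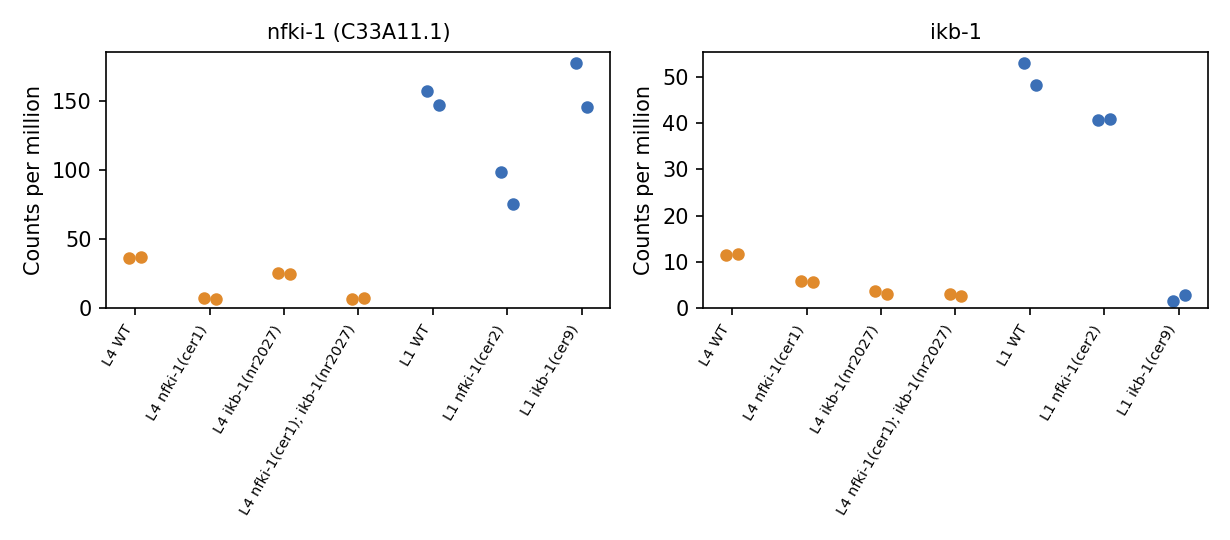
CPM of *nfki-1* and *ikb-1* in every library, with L4 in orange and L1 in blue and 2 points per strain. At L4 *nfki-1* falls from 36.8 CPM in WT to 6.82 in *nfki-1(cer1)*, and *ikb-1* from 11.7 CPM to 3.43 in *ikb-1(nr2027)*.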

We identified a large cohort of differentially expressed genes (DEGs) in *nfki-1(cer1)* and *ikb-1(nr2027)*. 

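At an adjusted p below 0.01 and a log2 fold change of at least 2 in either direction, edgeR's quasi-likelihood test called 1824 genes higher and 912 lower in *nfki-1(cer1)* than in WT. In *ikb-1(nr2027)* it called 1688 genes higher and 593 lower. As the 2 files of a strain are 1 sample, the p behind these calls compares libraries and does not measure the variation between worm populations. With each pair averaged and the log2 fold change as the only threshold, 1900 genes were higher and 934 lower in *nfki-1(cer1)*, and 1787 were higher and 619 lower in *ikb-1(nr2027)*. When each L4 pair was taken as 1 sample and the spread came from the L1 replicates, a choice made after the data were seen, 485 genes were higher and 117 lower in *nfki-1(cer1)*, and 214 were higher and 18 lower in *ikb-1(nr2027)*. With the replicate block in the L1 part of that fit they were 992 and 525, and 843 and 248. Unchanged single samples simulated with that spread had 103.5 genes beyond the fold change threshold (median of 100 simulations, range 80 to 130), or 27 with the block (range 17 to 40). Between the real L1 replicates of a strain, which also differ by batch, 143 to 333 genes were beyond it. The simulations may thus understate chance differences. Under the library totals alone the median of all genes shifted by 0.36 in *nfki-1(cer1)* and 0.30 in *ikb-1(nr2027)*, against -0.06 and -0.03 with TMM factors, and 2598 genes were called higher and 510 lower in *nfki-1(cer1)*, and 2254 higher and 380 lower in *ikb-1(nr2027)*. The largest increases among genes with at least 10 CPM on average were those of *col-135*, *clec-223* and *R04D3.3* in *nfki-1(cer1)*. *col-135* (chromosome IV, 15129655 to 15131797) had 2 and 0 counts in the WT files and 797 and 850 in the *nfki-1(cer1)* files, a log2 ratio of 9.24 (interval 6.76 to 14.55), and its log2 ratio in *ikb-1(nr2027)* was 9.21. *clec-223* had a log2 ratio of 7.90 (interval 6.04 to 10.95) and *R04D3.3* one of 7.22 (interval 6.09 to 8.66) in *nfki-1(cer1)*. The largest decreases were those of 3 collagen genes. *col-176* (chromosome X, 10077597 to 10078728) had a log2 ratio of -5.87 (interval -6.17 to -5.58) in *nfki-1(cer1)* and -4.73 in *ikb-1(nr2027)*. *col-41* and *col-54* had log2 ratios of -5.06 and -4.84 in *nfki-1(cer1)* and of -4.32 and -4.31 in *ikb-1(nr2027)*.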

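Of the 2736 genes called in *nfki-1(cer1)* and the 2281 called in *ikb-1(nr2027)* at L4, 2047 were called in both, all of them in the same direction. Over the 2970 genes called in either mutant, the log2 fold changes had the same sign in 99.7% of genes. Across these genes Spearman's rho was 0.948 and Pearson's r was 0.972, and no p is given because genes are not independent replicates. Both mutants were compared with the same WT sample, which by itself correlates their fold changes. Unchanged samples simulated against 1 WT sample gave a median rho of 0.586 (range 0.491 to 0.632 over 100 simulations). With each mutant set against a different one of the WT files, rho was 0.908 and 0.914, although both files are readouts of 1 WT sample. Changes that share no sample, given with the double mutant below, argue against an unusual WT sample with no other difference. Beyond that, a second WT population would be needed to separate the WT sample from the mutants. Compared directly, 26 genes were higher and 35 lower in *nfki-1(cer1)* than in *ikb-1(nr2027)*, and in a fit of these strains alone 0 passed in either direction.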

Interestingly, there was a huge correlation between DEGs in both mutants (Fig. 4A) (Supplementary Table S2), suggesting that NFKI-1 and IKB-1 regulate a similar set of genes, most likely in distinct cell types. 

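The gene classes of Supplementary Table S2 were at hand for the genes that the study had called in *nfki-1(cer1)* at L4, so the counts by class carry no test against other genes and are not independent of these samples. Of 704 germline-enriched genes, 663 were called higher in *nfki-1(cer1)*, 597 in *ikb-1(nr2027)* and 218 in the double mutant. Of the germline-specific genes, 233 were called higher in *nfki-1(cer1)*, 227 in *ikb-1(nr2027)* and 161 in the double mutant. Of 434 soma-specific genes, 157 were called higher and 269 lower in *nfki-1(cer1)*, 126 higher and 154 lower in *ikb-1(nr2027)*, and 25 higher and 80 lower in the double mutant. Of 178 ubiquitous genes, 140, 115 and 14 were called higher in the same order. Germline genes were also examined through a list of marker genes, of which 21 of 26 are in the study's germline classes, so that it is not independent of them. All 26 genes of mitotic and meiotic germ cells were higher in each mutant than in WT, with a median log2 ratio of 3.14 in *nfki-1(cer1)*, 3.03 in *ikb-1(nr2027)* and 1.66 in the double mutant. Each of these medians was above those of all 10000 random lists of genes with like expression. The most abundant of the 26, *gld-1* (chromosome I, 7695681 to 7698222), had 30.9 CPM in WT, 546 in *nfki-1(cer1)*, 505 in *ikb-1(nr2027)* and 204 in the double mutant. *deps-1*, a germ granule gene with the value in the paper's table already seen, had log2 ratios of 3.11 (interval 2.95 to 3.29), 3.04 (interval 2.87 to 3.22) and 1.73 (interval 1.55 to 1.92).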

Among the subset of DEGs, we identified a germline-specific signature that was enriched among upregulated genes in both mutants (Fig. 4B). We performed RNA-seq of *nfki-1* and *ikb-1* mutants at L1 stage and we did not observe upregulation of germline genes (Supplementary Figure S4), but we still detected a correlation between DEGs in both mutants (Supplementary Figure S4). 

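At L1, whole animals of WT, *nfki-1(cer2)* and *ikb-1(cer9)* were collected after 5 h with food and 3 h of starvation at 25 °C. The labels and Supplementary Figure S4 give 2 replicates per strain, and a text that accompanies the data gives 1. The mutant alleles differ from those used at L4. Reads counted on genes were between 57740500 and 63394016 per library, with medians of 58956527 in WT, 60852972 in *nfki-1(cer2)* and 60543624 in *ikb-1(cer9)*. With the reads on no gene, the files held 69180206 to 75393922. The counts were made and scaled as at L4, and 19183 genes passed the filter. The difference between replicate 1 and replicate 2 correlated between strains, with Pearson's r of 0.776 for WT and *nfki-1(cer2)*, 0.498 for WT and *ikb-1(cer9)*, and 0.522 for both mutants, across 12032 genes. Replicate numbers therefore mark a batch, and each comparison was also fitted with the replicate number as a block, in which samples of a number are paired. In data simulated from these libraries with 200 genes changed by a log2 of 2, edgeR's test without the block recovered 0 genes and the one with it 140. DESeq2 recovered 132. At a log2 of 4 edgeR recovered 137 without the block and 194 with it, and DESeq2 recovered 192. The simulation gave every strain the same batch difference, which by design favours the block. These counts thus do not give the power in the real libraries, where the deleted *ikb-1* at -4.55 did not pass with the block.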

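No gene passed an adjusted p of 0.01 in edgeR's quasi-likelihood test at L1, with 0 in *nfki-1(cer2)* and 0 in *ikb-1(cer9)*, and the block changed neither count. At an unadjusted p below 0.05 66 genes were higher and 109 lower in *nfki-1(cer2)*, 141 were higher and 93 lower in *ikb-1(cer9)*, and DESeq2 called 1 and 8 genes at an adjusted p below 0.01. At an unadjusted p below 0.1, the threshold in the heading of the paper's L1 lists, 190 genes were higher and 288 lower in *nfki-1(cer2)*, and 287 were higher and 211 lower in *ikb-1(cer9)*. Unchanged groups simulated against the same WT samples gave 460 genes (range 422 to 502 over 20 simulations) and 452.5 genes (range 425 to 508) at this threshold, beside the 478 and 498 observed. With the replicate block 575 genes were higher and 717 lower in *nfki-1(cer2)* and 672 higher and 503 lower in *ikb-1(cer9)*, fewer than the 1802 (range 1724 to 1881) and 1771 (range 1711 to 1860) that unchanged groups gave in that fit. Without WT replicate 1, 741 genes were higher in *nfki-1(cer2)*, and without WT replicate 2, 770 were higher in *ikb-1(cer9)*. Of the study's germline-specific genes, 200 were tested at L1. Their median log2 fold change was -0.07 in *nfki-1(cer2)* (mean -0.19, 34% higher) and -0.10 in *ikb-1(cer9)* (mean -0.05, 33.5% higher), and neither passed 0.05 in limma's fry test. With its preset correlation camera gave p = 0.000905 for the decrease in *nfki-1(cer2)*, which did not hold under fry or under an estimated correlation (p = 0.241). Without *ikb-1(cer9)* replicate 1 the median in *ikb-1(cer9)* was 0.03.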

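Over the 908 genes at an unadjusted p below 0.1 in either L1 mutant, Spearman's rho across genes was 0.453 and Pearson's r was 0.363, and 71.6% of these genes had the same sign in both. The simulated unchanged groups gave a median rho of 0.698 (range 0.645 to 0.728) and a median of 89.2% with the same sign. Of these genes, 68 were below 0.1 in both mutants, 57 of them in the same direction. With the replicate number as a block rho was 0.404, where unchanged groups gave 0.652. With a different WT library for each mutant, rho was 0.394 and 0.194, and over all 19183 genes it was -0.41 and -0.49, but the batch then enters the fold changes of the mutants with opposite signs, which by itself lowers rho. Without WT replicate 1 rho was 0.875, and without WT replicate 2 it was 0.818. The smallest p in *ikb-1(cer9)* was that of *ikb-1*, with 50.5 ± 3.30 CPM in WT (SD, n = 2) and 2.20 ± 0.802 in the mutant (SD, n = 2). Its log2 fold change was -4.52 (standard error 0.302), with an adjusted p of 0.0813 from edgeR, 0.0352 with the block and 1.03e-35 from DESeq2. *old-1* and *chil-12* followed, with log2 fold changes of -5.07 (standard error 0.420) and -4.99 (standard error 0.485). Their adjusted p was 0.149 and 0.253 from edgeR, 0.0740 and 0.0855 with the block, and 3.02e-16 and 2.46e-12 from DESeq2. *nfki-1* had 158 and 147 CPM in the WT libraries and 98.7 and 75.8 in those of *nfki-1(cer2)*, a log2 fold change of -0.80 (standard error 0.219, adjusted p of 1.00 from edgeR). The smallest p in *nfki-1(cer2)* was that of *C45E5.1*, with a log2 fold change of 1.54 (standard error 0.251) and an adjusted p of 1.00 from edgeR and 0.00856 from DESeq2.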

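Principal components were computed from the log2 CPM of the 500 genes of highest variance over all 14 libraries, with a prior count of 2. The first component held 95.3% of the variance and separated L4 from L1, and the second held 3.01%. The L4 strains also differed on the first component, with WT at -55.6 and -54.2, nearest to the L1 libraries. The single mutants lay between -80.2 and -75.5 on it, and the double mutant, at -87.3 and -85.6, was the furthest from WT. On the second component the L4 WT files lay at -33.2 and -34.5, the files of *nfki-1(cer1)* at 17.8 and 16.7, those of *ikb-1(nr2027)* at 14.4 and 13.0 and those of the double mutant at -0.93 and -1.94. The L1 libraries lay between -0.71 and 3.03 on it. In the distance over all these genes, *nfki-1(cer1)* was 55.6 from WT and *ikb-1(nr2027)* 53.9 from WT at L4, while the single mutants were 12.8 apart. The double mutant was 47.9 from WT, 27.8 from *nfki-1(cer1)* and 22.9 from *ikb-1(nr2027)*. At L1 the mutants were 12.3 and 12.0 from WT and 13.4 from each other, each strain taken as the mean of its libraries. The single libraries of a strain were 25.4 apart in WT, 20.3 in *nfki-1(cer2)* and 19.4 in *ikb-1(cer9)*, distances that also hold the batch and are not on the scale of those between means. At L4 the files of a strain were 13.2 to 14.2 apart, but they are readouts of 1 sample, so the distance between L4 strains has no replicate spread beside it. With the L4 and L1 libraries taken apart, the first component held 81.7% and 61.3% of the variance.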

Principal component analysis (PCA) of RNA-seq data clustered together L1 WT and IκB mutants, in contrast with L4 WT samples that were separated from *nfki-1* and *ikb-1* mutants, indicating that transcriptional regulation imposed by IκB during postembryonic development results in the most distinct transcriptome at L4 (Supplementary Figure S4).

**Figure 4:**
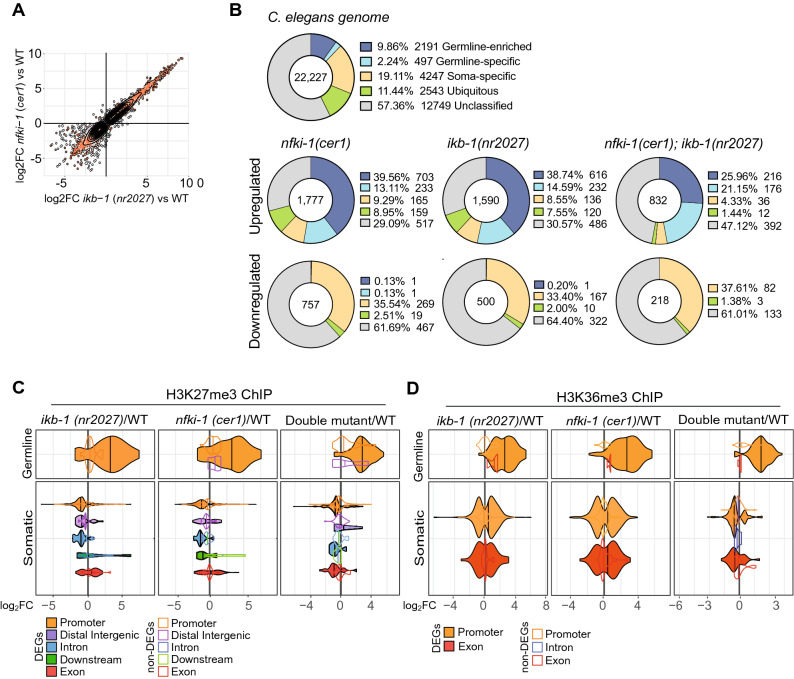
RNA-seq and ChIP-seq indicate that gene expression and distribution of regulatory chromatin marks are affected in IκB-deficient mutants. (**A**) 2D plot illustrating the correlation between genes differentially expressed (adjusted *p* value < 0.01, log_2_ fold-change ≥ 2) in *nfki-1* and *ikb-1* deficient animals at L4 larvae stage. R = 0.947, *p* value < 2.2e-16, Spearman test. (**B**) Doughnut charts showing the distribution of genes categorized according to whether their expression is ubiquitous (green), germline-enriched (dark blue), germline-specific (light blue), soma-specific (yellow) or unclassified (gray) for differentially expressed genes at L4 stage. Numbers in the center represent the number of genes in each dataset. Categories dataset was extracted from^44^. Statistically significant differences between expected and observed distribution was calculated using Chi-square test for goodness of fit (*p* < 0.05). Doughnut charts were generated using Graphpad Prism 8. (**C**,**D**) Violin plots indicating the density and distribution of H3K27me3 (**C**) and H3K36me3 (**D**) peaks at germline and soma-specific genes differentially (color-filled/black lines) and not differentially (colored lines) expressed in the indicated genotypes (*p* adj < 0.05). x-axis represents the expression levels (log_2_ fold-change) in mutants relative to the wild type. Plots in panels (**A**,**C** and **D**) were done with ggplot2 package (version 3.2.1, R software version 3.6.1).

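The double mutant, which is included in Fig. 4B, had 946 genes higher and 279 lower than WT at the threshold of Fig. 4A. Of these 1225 genes, 897 were called in both single mutants too, in the same direction. With the spread of the L1 replicates no gene of the double mutant passed (edgeR, 0 higher and 0 lower), and 2341 genes had an unadjusted p below 0.05. By the fold change alone, with each pair averaged, 1076 genes were higher and 298 lower. Among 2532 genes whose mean log2 fold change in the single mutants was at least 2 in size, the double mutant lay between WT and that mean in 2167, or 85.6%. The median ratio of its change to that mean was 0.61, and the slope over all genes was 0.57. Both changes are taken against the same WT sample, which by itself favours such values. Unchanged samples were not simulated for them, so nothing is concluded from the percentage, the ratio or the slope. In edgeR's interaction test at the same threshold, 2252 genes were higher and 3058 lower in the double mutant than the sum of the single changes (1354 and 4014 with library totals alone). The change from WT to *nfki-1(cer1)* correlated with the change from *ikb-1(nr2027)* to the double mutant at a Spearman's rho of -0.70 across genes, and the change from WT to *ikb-1(nr2027)* with that from *nfki-1(cer1)* to the double mutant at -0.69. Each of these pairs of changes shares no sample. The largest increases in the double mutant were those of *col-135* with a log2 ratio of 6.13 (interval 3.61 to 11.45), *col-95* with 5.33 (interval 3.95 to 7.22) and *Y47D7A.6* with 4.87 (interval 4.04 to 5.83). The largest decreases were those of *col-176* with -4.98 (interval -5.23 to -4.74), *fbn-1* with -4.33 (interval -4.55 to -4.11) and *dpy-6* with -4.10 (interval -4.47 to -3.75).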

Then, we explored whether differential expression of genes observed in IκB mutants was the result of a general alteration in the PRC2-imposed chromatin mark H3K27me3^34^. Western blot analysis indicated that *nfki-1* and *ikb-1* mutants showed comparable levels of the repressive H3K27me3 mark (Supplementary Figure S4). Then, we performed ChIP-seq analyses for H3K27me3 and the activating mark H3K36me3, which is mainly antagonistic to H3K27me3^34^ , on the L4 paired samples used for RNA-seq. Most of the ChIP-seq peaks were located at promoter regions and displayed a similar distribution among the different IκB deficient backgrounds (Supplementary Table S1). A more detailed analysis of the data indicated that in soma-specific DEGs, the H3K27me3 mark was accumulated at the promoter and intronic regions of genes downregulated in *nfki-1(cer1)*, *ikb-1(nr2027)* and the double mutant, but randomly distributed in the non-differentially expressed group (non-DEG) of genes (Fig. 4C). In germline genes, which are generally upregulated in the mutants, both H3K27me3 and H3K36me3 marks were found only in promoter regions and presented a high accumulation of H3K36me3 mark (Fig. 4C,D).

Overall, our results here demonstrate an ancestral function of NFKI-1 and IKB-1 as regulators of key chromatin marks deposition and transcriptional activation of a subset of genes with impact on *C. elegans* development. This is the first evidence of transcriptional regulation imposed by IκB homologues in the absence of a functional NF-κB pathway.

## Discussion

IκB proteins are mainly known because of their function as suppressors of inflammation and repressors of NF-κB. We have taken advantage of a non-NF-κB system to discriminate between NF-κB-dependent and -independent functions of these essential proteins. The presence of highly conserved IκB proteins in an NF-κB-deficient organism is at least surprising, based on the fact that free IκBα is intrinsically unstable in mammalian cells (half-live of 5–10 min) and requires being stabilized through its association with NF-κB (three orders of magnitude prolonged half-live)^35–37^.

Importantly, we found that *C. elegans* IκBs are, in fact, unable to bind mammalian p65-NF-κB but they bind PRC2 and histones. The association with these proteins may contribute to their stabilization, mostly dependent on the association to NF-κB in mammalian cells^35^. These results, together with the observation that IκB deficiencies in *C. elegans* result in an altered H3K27me3 distribution, a deregulated transcriptome and morphological defects suggest that nematode IκBs act as modulators of developmental processes, including the animal body patterning, which is also regulated by PRC2, *Hox* genes and the UTX-1 demethylase^10,32,38^. RNA-seq analysis in mutant worms did not show significant deregulation of PRC2 gene expression and the overall H3K27me3 mark was not altered suggesting that IκBs specifically regulate the deposition of histone marks to specific PRC2 target genes.

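The PRC2 subunits of *C. elegans* are encoded by *mes-2* (chromosome II, 14383973 to 14388454), *mes-3* (chromosome I, 4996835 to 5003202) and *mes-6* (chromosome IV, 8511284 to 8513469). At L4 *mes-2* had 199 and 214 counts in the WT files, 1182 and 1205 in those of *nfki-1(cer1)*, 870 and 867 in those of *ikb-1(nr2027)* and 296 and 299 in those of the double mutant. Its log2 ratio to WT was 2.09 (interval 1.88 to 2.31) in *nfki-1(cer1)*, 1.90 (interval 1.68 to 2.12) in *ikb-1(nr2027)* and 0.45 (interval 0.19 to 0.72) in the double mutant. *mes-3* had log2 ratios of 1.92 (interval 1.72 to 2.12), 1.81 (interval 1.61 to 2.02) and 0.10 (interval -0.15 to 0.35) in the same order. *mes-6* had log2 ratios of 1.65 (interval 1.48 to 1.82), 1.44 (interval 1.26 to 1.61) and -0.00 (interval -0.21 to 0.21). In edgeR's test across the L4 files all 3 genes passed an adjusted p of 0.01 in each single mutant, over all genes tested and adjusted over the list alone, and *mes-2* alone did so in the double mutant. At a log2 fold change of at least 2 as well, *mes-2* passed in *nfki-1(cer1)* and was the only one of the 3 to pass in any mutant. With the spread of the L1 replicates, the adjusted p from edgeR in *nfki-1(cer1)* was 0.00827 for *mes-2*, 0.0115 for *mes-3* and 0.0267 for *mes-6*, and in *ikb-1(nr2027)* it was 0.0125, 0.0169 and 0.0454. In the double mutant it was 0.459, 0.930 and 0.970. At the library totals alone all 3 reached a log2 fold change of 2 in *nfki-1(cer1)* (2.51, 2.34 and 2.07), *mes-2* and *mes-3* did so in *ikb-1(nr2027)* (2.23 and 2.14), and *mes-3* in the double mutant passed the adjusted p at 0.29. The median of the 3 genes was above those of 94.3% of random lists with like expression in *nfki-1(cer1)*, 94.8% in *ikb-1(nr2027)* and 63.1% in the double mutant. In the same whole animals the 26 genes of mitotic and meiotic germ cells had higher medians, 3.14, 3.03 and 1.66 in this order. A larger share of germline transcripts is thus not separated from a change in PRC2 expression itself. At L1 the log2 fold changes were 0.10, 0.03 and 0.19 in *nfki-1(cer2)* and -0.15, -0.08 and -0.21 in *ikb-1(cer9)*, with an adjusted p of 1.00 each from edgeR. From PRC2 expression without significant change and the overall level of the mark, which it reports as not altered, the paper proposes that IκBs act on the deposition of marks at specific PRC2 target genes.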

Another *nfki-1* and *ikb-1* mutant phenotype related to development was the aberrant migration of distal tip cells (DTCs), which also phenocopied the *utx-1* mutants. Altered migration of DTCs is associated with a defective cellular identity of the somatic gonad precursors. Therefore, the body morphology defects as well as the phenotype in DTCs are related to cell fate identity and maintenance and may be related to nuclear functions of *C. elegans* IκB proteins. Nevertheless, an effect of NFKI-1 and IKB-1 cytoplasmic functions cannot be excluded.

In addition, we found that *nfki-1* and *ikb-1* mutants are more resistant to starvation than wild type animals. This phenotype could be related with the recently demonstrated interaction of NFKI-1 with cytoplasmic MALT-1, which regulate resistance to environmental stresses^39^.

We generated endogenous reporters for *nfki-1* and *ikb-1*. In the case of *nfki-1*, we further studied the subcellular location of NFKI-1, which is predominantly cytoplasmic as previously reported^6^. We challenged the reporter strain in different ways, but we did not find a condition, besides overexpression, that increases the presence of NFKI-1 in the nuclei. Supporting the nuclear location of NFKI-1, a recent study detected NFKI-1 in the nuclear fraction of *C. elegans* and a protein–protein interaction with the histone methyl transferase CBP-1/P300^39^.

The fact that NFKI-1 and IKB-1 deficiencies result in almost identical phenotypes, both at the morphologic, chromatin and transcriptomic levels suggests that both homologues have similar functions in gene regulation. They overlap in a small subset of cells (Fig. 1E) but, they may exert comparable nuclear functions in distinct cell types to regulate a similar set of genes. Another possibility is that NFKI-1 and IKB-1 deficiency affects either germline development or the speed of larval development thus leading to progressive changes in gene expression, which we detected at L4 stage.

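Lists of genes tied to stages of the germline and of the larval molt were compared between the L4 mutants and WT, with each pair of files averaged. The 25 genes of oocytes and the eggshell were all higher in each mutant, with a median log2 ratio of 5.20 in *nfki-1(cer1)*, 5.01 in *ikb-1(nr2027)* and 3.21 in the double mutant, and 23 of them are in the study's germline classes. Its most abundant member, *cpg-2*, had log2 ratios of 5.40, 5.11 and 3.36. Among 17 sperm genes, 16 were higher in each mutant, with medians of 1.94, 2.12 and 1.91, and the most abundant, *ssp-16*, had log2 ratios of 1.27, 1.33 and 1.68. The 6 vitellogenins, which the adult intestine makes, had medians of 4.58, 5.41 and 3.35, and *vit-6* had 4.23, 4.56 and 3.36. Of 14 genes of the molting cycle 1 was higher, with medians of -2.47, -1.996 and -1.49, and *mlt-11* had log2 ratios of -3.12, -3.03 and -3.36. The 6 collagens of the furrows, made early in each cycle, were all lower, with medians of -4.15, -3.87 and -3.25, and *dpy-8* had -3.91, -3.84 and -3.16. Of the adult cuticle collagens 3 were tested and went both ways. *col-19* had log2 ratios of 3.43, 3.55 and 3.49, while the median of the 3 was -2.73, -2.50 and -1.41 and the mean -0.75, -0.53 and -0.05. The medians of the oocyte, sperm, yolk, molting and furrow lists lay outside the range of 10000 random lists with like expression, except that of the sperm genes in *nfki-1(cer1)*, which was above 99.99% of them, and those of the adult cuticle collagens lay within it, above 0.1%, 0.03% and 0.03% of them in *nfki-1(cer1)*, *ikb-1(nr2027)* and *nfki-1(cer1); ikb-1(nr2027)*. The labels give 36 h of growth for every strain, and each strain is 1 sample, so a difference in stage between the populations is not separated from an effect of the genotype.

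**Figure D3:**
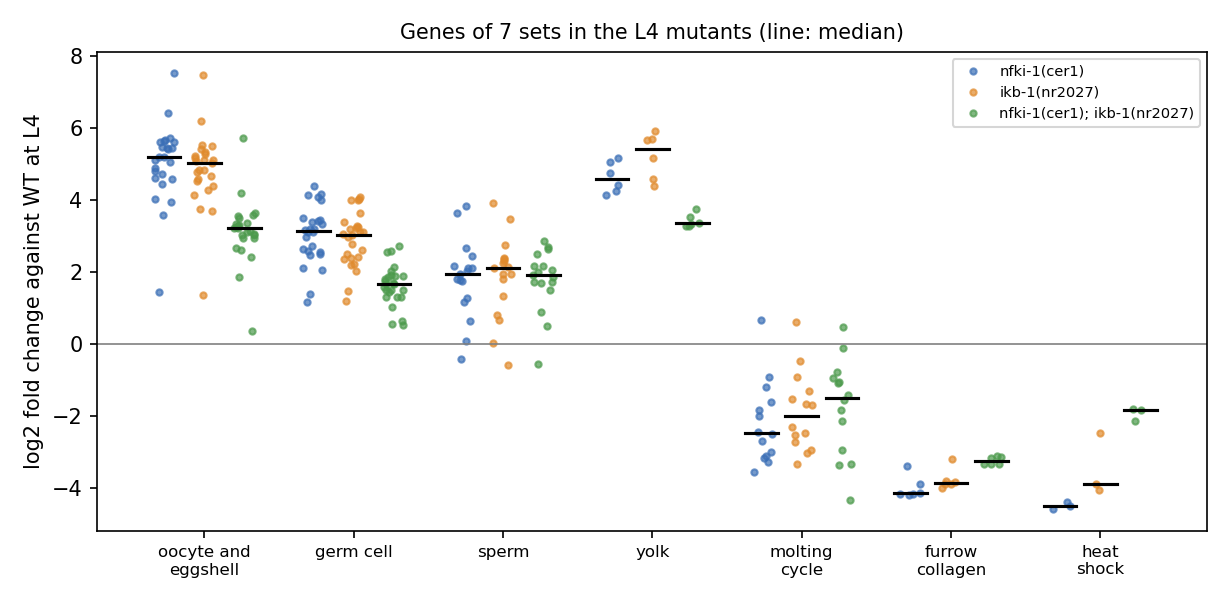
Log2 fold change against WT of each gene of 7 lists in the 3 L4 mutants, 1 point per gene, with the median as a line. The medians of the oocyte list lie at 5.20, 5.01 and 3.21 and those of the furrow collagens at -4.15, -3.87 and -3.25; library totals alone leave the sign of each median unchanged.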

NFKI-1 and IKB-1 present an amino acid stretch highly rich in lysines (K) in the region from a 31–144 (20% of all amino acids). The average K content for non-ribosomal proteins is 5% and 10% for ribosomal proteins^40^. So, it is plausible to speculate that post-translational modifications of the amino-terminal half of the protein, including ubiquitination and/or SUMOylation, are required for compensating the high excess of positive charge imposed by the high proportion of K residues. Supporting this possibility, we have identified multiple SUMOylation consensuses in both proteins as well as SUMO-binding regions that could be mediating the potential interaction in some cells.

It is still under debate whether NF-κB was originally present in a common ancestor of arthropods and nematodes and then lost in the latter, or NF-κB signaling was originated in a common ancestor of arthropods and vertebrates after the divergence of nematodes^41^. Thus, our results suggest two possibilities: (1) a nuclear function of ancestral IκBs has emerged in an NF-κB-free scenario and has primarily been maintained by BCL3 in mammals, whereas IκBα has functionally diverged to inhibit NF-κB, maintaining the capacity to regulate a fraction of PRC2-repressed genes (when phosphorylated and SUMOylated) or (2) NF-κB pathway was originally present in *C. elegans* being primarily regulated by NFKI-1, and subsequently lost, thus rewiring NFKI-1 toward its moonlighting function as regulator of PRC2 target genes. In any case, from the evolution point of view, according to the cytoplasmic roles of *C. elegans* NFKI-1 and IKB-1, IκB proteins were involved in innate-immunity and stress responses even before the existence of NF-κB.

## Material and methods

### *Caenorhabditis elegans* strains

*C. elegans* strains were cultured on Nematode Growth Medium (NGM) agar plates and maintained by standard methods^45,46^. We used N2 (Bristol) as wild type strain. All experiments were conducted at 25 °C, unless otherwise stated. Before performing assays, strains’ genotype was verified and then animals were grown for at least two generations at the experimental temperature. All strains in this study are listed in Supplementary Table S3. All primer sequences are described in Supplementary Table S4.

### CRISPR-Cas9 editing and nematode transgenesis

For CRISPR-Cas9 editing, single guide RNAs (sgRNAs) were designed using *CCTOP*^47^ online tool. We followed a co-CRISPR approach^48^ using *dpy-10(cn64)* allele as a marker to enrich for successful genome-editing events. Endogenous reporters were obtained using a Nested CRISPR strategy^49^. PHX267 [*ikb-1(syb267[ikb-1::mCherry*]) I] endogenous reporter was provided by SunyBiotech.

Young adult hermaphrodites were injected using XenoWorks Microinjection System. F_1_ progeny was screened by PCR using specific primers and F_2_ homozygotes were confirmed by Sanger sequencing. The sequences of the CRISPR reagents and primers used are available in the Supplementary Table S4.

For the generation of NFKI-1 overexpression reporter lines, fosmid vectors containing an TY1::EGFP::3xFLAG-tagged version of *nfki-1* (C33A11.1) were requested from the TransgeneOme resource^50^ and transformation was performed by bombardment with gold particles (Biolistic Helium Gun, Caenotec). *unc-119(ed3)* young adults were shot with 16 μg of the purified DNA of interest^51^. Fosmid constructs were verified by digestion with restriction enzymes. Expression patterns were characterized for 2 independent lines with an integrated transgene and 6 with an extrachromosomal array. All generated lines displayed similar expression patterns.

### RNA isolation

Synchronized animals were collected in M9 buffer after growing for 36 h (L4s) or 5 h-fed and 3 h starved (L1s) at 25 °C. Suspended worms were washed 5 times in M9 buffer to remove all traces of bacteria. Total RNA was isolated using TRI Reagent (MRC, Inc.) and PureLink RNA Mini Kit (Ambion) according to manufacturer’s instructions.

### *C. elegans* microscopy and image processing

Animals were mounted on 2% agar pads with 6 mM tetramisole hydrochloride. Live fluorescence imaging was performed with a Zeiss Axio Observer Z1 inverted fluorescence microscope and confocal imaging was conducted with a Leica TCS SP5 Confocal Laser Scanning Microscope. Imaging was done with 10–63× magnification in Z-stacks with 0.25–1 µm distance between planes. We used Zeiss Zen 2012 (Blue Edition), FIJI (ImageJ version 2.0.0-rc-68/1.52p) for image processing, and Adobe Illustrator CS5 for assembly of the figures.

### Phenotypic characterization

For all experiments, gravid adult animals were synchronized by hypochlorite treatment^45^ and resuspended embryos were allowed to hatch by overnight incubation at 20 °C. Then, incubated at 25 °C until animals reached the optimal stage for phenotype evaluation.

Larvae morphology was assessed at L1 in a large synchronized population by Nomarski (DIC) microscopy. Animals that presented misshapen bodies, mainly at the posterior region and in the tail, which were completely absent in N2 (Bristol) wild type control, were counted as morphologically aberrant.

Gonad migration was characterized in a synchronized population at L4 stage (36 h at 25 °C) for wild type and mutant backgrounds by DIC and fluorescence microscopy. To facilitate inspection and counting, knockout mutants were crossed with endogenous DEPS-1::GFP germline reporter. Gonads were considered with an aberrant migration when the expected U-shape was not achieved due to an irregular turn.

Distal tip cell number was examined by microscopy of a synchronous population of wild type and in an IκB-mutant background at L3 stage (24 h at 25 °C). An abnormal distal tip cell number was considered when animals displayed one or three LAG-2::GFP-expressing distal tip cells.

### Starvation assay

L1 starvation assay was performed as previously described^43,52^. Briefly, gravid adult worms were synchronized by hypochlorite treatment and the resulting eggs were resuspended in 4 ml of S-basal without cholesterol. Animals were incubated rotating at 20ºC. Larval viability was determined by placing ~ 100 worms every 3 days onto NGM plates and incubated at 20 °C for 2 days. Worms that reached at least L4 stage were marked as survivors and survival rates were calculated. Three biological replicates were used for each timepoint.

### RNA interference (RNAi)

RNAi was performed by feeding placing synchronized L1 worms obtained by hypochlorite treatment on NGM plates seeded with the specific RNAi clone-expressing bacteria at 25ºC^53^. We used L4440 empty vector (Fire vector library) as a mock RNAi control. Phenotypic characterization was assessed at different developmental stages of the F_1_ progeny.

### Plasmids

GST fusion proteins were generated using pGEX5x.3 (GE Healthcare) as vector. cDNAs were cloned in frame 3′ from the GST coding-sequences using BamHI and XhoI restriction sites. For full-length proteins, cDNAs were amplified by PCR starting at sequences coding for amino acid 2 and ending at the stop codons. When preparing fusion proteins with particular fragments, appropriate primers were designed to clone in frame and a stop codon was introduced with the reverse primer. Primers were designed with 5′ extensions that included the relevant restriction enzyme recognition sites and additional nucleotides to ensure sensitivity to the restriction enzyme in the PCR product. Sequences used for *mes-2*, *mes-3* and *mes-6* were taken from Genebank with accession numbers: NM_064591; NM_001026321 and NM_001026149. For MES-2 and MES-3, two different fusion proteins were constructed to facilitate their production in *E. coli* due to their large size. Thus, for MES-2 the N-terminal construct contains amino acids 2–450 and the C-terminal construct amino acids 446–798. Likewise, for MES-3 the N-terminal construct contains amino acids 2–370 and the C-terminal construct amino acids 321–754. Primer sequences are given in Supplementary Table S4.

Expression plasmids for NFKI-1 and IKB-1 were constructed using the pcDNA4TO vector (ThermoFisher Scientific) previously modified to include two HA-epitope units in the 5′ end. The exact sequence is available upon request. Briefly, cDNAs coding for proteins NFKI-1 (NM_078139) and IKB-1 (NM_060174) were amplified using primers with appropriate 5′ extensions to facilitate cloning by restriction enzyme digestions followed by ligation. Primers are given in Supplementary Table S4.

### Preparation of GST and GST-fusion proteins

Fresh colonies of *E. coli* containing the desired plasmids were used to start fresh cultures for recombinant protein isolation. When the culture OD_600_ reached 0.6, IPTG was added to a final concentration of 0.1 M and the culture was further incubated for an additional 3.5 h at 37 °C. Protein expression was verified in SDS-PAGE by Coomassie blue staining. For purification cells were pelleted and resuspended in lysis buffer (10 ml per each 50 ml of bacterial culture; 20 mM Tris HCl pH 7.4; 1 M NaCl; 0.2 mM EDTA; 1 mM PMSF; 1 mM DTT; 1 mg/mL lysozyme; 1 mini complete tablet (protease inhibitor cocktail Roche), sonicated using 3 cycles of 10 s at 25% amplitude and then centrifuged at maximum speed for 30 min at 4 °C. Supernatant was incubated with glutathione sepharose beads, equilibrated in lysis buffer, for 3 h at 4 °C in a rotary shaker. GST-fusion proteins bound to beads were recovered by gentle centrifugation (1200 rpm for 2 min in a microfuge) washes extensively with lysis buffer and finally resuspended in lysis buffer and kept at 4 °C. To assess quality and relative quantity of the purified GST-fusion proteins, different volume aliquots were run in SDS-PAGE and stained with Coomassie blue. For the pull-down assay, equal amount of the different GST-fusion proteins was used according to Coomassie blue stain. Additional glutathione-sepharose beads were included when necessary to have a visible bead volume during the process. Beads were equilibrated in eukaryotic lysis buffer [0.5 M Tris HCl pH 7.5 1.5 M NaCl; 10% Nonidet (NP-40); 50 mM EGTA 50 mM EDTA; 200 mM NaF; 1 mini complete tablet/50 ml of buffer (protease inhibitor cocktail; Roche)] and blocked with HEK293T cell extract before use. HEK293T cells overexpressing the proteins of interest were lysed in eukaryotic lysis buffer and insoluble proteins and cell debris were discarded by centrifugation at 13,000 rpm for 10 min at 4 °C. Next, blocked beads were mixed with cell lysate and incubated for 45 min at 4 °C in a rotary shaker, centrifuged for 2 min at 1200 rpm and washed extensively with eukaryotic lysis buffer. Pulled proteins were analyzed by Western blot.

### Pull down and peptide co-precipitation assays

*C. elegans* HA-IKB-1 and HA-NFKI-1 expressed in HEK293T cells were used in pull down assays to assess their interaction with histones and members of the Polycomb repressor complex 2. In some experiments, SUMO-IκBα was included as positive control and corresponds to an artificially SUMOylated IκBα variant with a modified (Q90P) SUMO moiety fused to its N-terminus right before amino acid 2. In brief, cells extracts were incubated for 1 h with the indicated GST or GST fusion proteins bound to glutathione-coated beads. After extensive washing, the presence of HA-tagged proteins bound to the beads was analyzed by western blot analysis.

### Immunoprecipitation

EGFP::NFKI-1 L4 *C. elegans* were frozen with liquid nitrogen and smashed with mortar and pestle. Then, the cells were lysed with RIPA buffer (0.1% DOC, 10 mM Tris–HCl pH 8.0, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, 1 mM EDTA pH 8.0, 0.5 mM EGTA, 10 mM NaButyrate, 20 mM β-Glycerol-phosphate and 100 µM NaOrtovanadate), sonicated using 3 cycles of 10 s at 25% amplitude and then centrifuged at maximum speed for 30 min at 4 °C. The proteins in supernatant were precipitated using an antibody anti-GFP [Clontech Ref. 632593]. Rabbit IgG was used as negative control (4 μg). The antibody was incubated with lysates overnight and the complexes precipitated with protein A-sepharose beads [GE Healthcare, Ref. 17-0780-01] 2 h at 4 °C. Precipitated proteins were analyzed by Western blot.

### Western blot

Samples were analyzed by Western blotting using standard SDS–polyacrylamide gel electrophoresis (SDS-PAGE) techniques. In brief, protein samples were boiled in Laemmli buffer, run in polyacrylamide gels, and transferred onto polyvinylidene-difluoride (PVDF) membranes [Millipore Ref. IPVH00010]. Gels were stained with Coomassie Brilliant Blue G-250 [ThermoFischer Ref.20279]. Membranes were incubated overnight at 4 °C with the appropriate primary antibodies, extensively washed and then incubated with specific secondary horseradish peroxidase–linked antibodies from Dako [Ref. P0260 and P0448]. Peroxidase activity was visualized using the enhanced chemiluminescence reagent [Biological Industries Ref. 20-500-120] and autoradiography films [GE Healthcare Ref. 28906835].

**Table:** 

Antibody	Company	Reference	Specie	Dilution
H3K27me3	Millipore	#07-449	Rabbit	1:1000
HA.11 Epitope Tag	Covance	MMS-101R	Mouse	1:1000
Histone H3	Abcam	ab1791	Rabbit	1:5000
NF-κB p50	Santa Cruz	sc7178	Rabbit	1:1000
NF-κB p65	Abcam	ab16502	Rabbit	1:1000
P-IκBα (S32)	Abcam	Ab92700	Rabbit	1:1000

### Chromatin immunoprecipitation (ChIP)

Larvae were collected as described by^54^ .Briefly, synchronized animals were grown in *E. coli* OP50-seeded NGM agar 150 mm plates and then collected in M9 buffer after growing for 36 h (L4s) or 5 h-fed and 3 h-starved (L1s) at 25ºC. Suspended worms (approximately, 200 μl of L1 pelleted animals and 2 ml for L4s) were washed 5 times in M9 buffer to remove all traces of bacteria, resuspended in FA buffer with protease inhibitors cocktail (Roche) and frozen as drops in liquid nitrogen (N_2_).

Then, 1 ml of packed worms was grounded under liquid N_2_ and brought to 10 ml with FA buffer (50 mM HEPES/KOH pH7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 150 mM NaCl). Next, 600 μl of 37% formaldehyde were added and allowed to crosslink for 20 min at room temperature. Glycine (600 μl; 2.5 M) was used to quench the reaction, for 2 min, and nuclei were recovered by centrifugation (4000 rpm, 5 min in a microfuge), washed 3 times with FA buffer by resuspending in 5 ml and spinning again. Finally, nuclei were resuspended in 1.6 ml of FA buffer, split into two Eppendorf tubes and sonicated for 10 min in a Bioruptor Pico (Diagenode) under standard conditions (30 s on, 30 s off). After sonication, protein extract was quantified and approximately 2 mg of each sample were spun at full speed for 10 min at 4 °C and the supernatants (SN) were pooled again. SN were pre-cleared with FA-equilibrated SPA/G beads (GE Healthcare) by rotating for 30 min at room temperature, recovered by spinning at 1200 rpm for 2 min and used for immunoprecipitation (IP). An aliquot of 100 μl was kept as input control at this point. The rest of the sample was split into different tubes for IP with the antibodies of choice. After adding the corresponding antibody (3–10 μg), samples were incubated in a rotator overnight at 4 °C and the immunocomplexes were recovered with FA buffer pre-equilibrated SPA/G beads (GE Healthcare) by rotating 2 h at 4 °C. Beads were pelleted (1200 rpm; 2 min) washed twice with FA buffer (5 min each); once with FA + 0.5 M NaCl (10 min); once with FA buffer + 1 M NaCl (5 min); once with lithium buffer (10 min); twice with TE buffer (5 min each) and the immunoprecipitated material was recovered by incubation in 100 μl elution buffer (Tris–EDTA; 1% SDS plus inhibitors) 1 h at RT. DNA was finally purified by reverse crosslinking at 65 °C overnight followed by proteinase K (0.5 or 1 mg/ml, respectively) digestions and purifying with MinElute PCR purification kit (Qiagen).

**Table:** 

Antibody	Company	Reference	Specie
Flag M2	Sigma	F3165	Mouse
mCherry	Invitrogen	PA5-34974	Rabbit
H3K27me3	Millipore	#07-449	Rabbit
H3K36me3	Abcam	ab95412	Mouse

### ChIP-seq data analysis

DNA samples were sequenced using Illumina HiSeq platform. Raw single-end 50-bp sequences were filtered by quality (Q > 30) and length (length > 20 bp) with Trim Galore^55^. Filtered sequences were aligned against the *C. elegans* genome (WBcel235) with Bowtie2^56^. MACS2 software^57^ (available at https://github.com/taoliu/MACS/) was run first for each replicate, and then combining all replicates, using unique alignments (q-value < 0.1). Broad peaks calling was set for H3K27me3 and H3K36me3 (-broad option). Peak annotation was performed with ChIPseeker package (version 1.10.2)^58^.

### RNA-seq data analysis

cDNA was sequenced using Illumina HiSeq platform, obtaining 30–35 million 75 bp single-end reads per sample. Adapter sequences were trimmed with Trim Galore^55^. Sequences were filtered by quality (Q > 30) and length (> 20 bp). Filtered reads were mapped against *C. elegans* genome (WBcel235) using Bowtie2^56^. 

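The files analysed here hold whole numbers for 42048 genes, with a few lines for reads that were assigned to no gene. These lines took 13.41% to 15.92% of the reads of a library at L4 and 15.92% to 19.99% at L1. Reads that fell outside annotated genes made up 7.85% to 8.41% of the libraries of L4 replicate 1 and 5.44% to 5.86% of those of L4 replicate 2. The 10 most abundant genes took 5.99% to 7.06% of the gene counts at L4 and 8.86% to 11.95% at L1. Of the gene names, 38843 were matched to the annotation by symbol and 2308 by sequence name, and 897 were not matched. The alignment was not spliced, so reads across exon junctions are missing from the counts.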

High quality alignments were fed to HTSeq (v.0.9.1)^59^ to estimate the normalized counts of each expressed gene. Differentially expressed genes between wild type and knockouts were explored using DESeq2 R package (v.1.20.0)^60^ considering a threshold of adjusted *p* value < 0.01.

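DESeq2, run on the L4 libraries in 1 fit at the threshold of Fig. 4A, called 1809 genes higher and 773 lower in *nfki-1(cer1)*, 1638 higher and 513 lower in *ikb-1(nr2027)*, and 876 higher and 233 lower in the double mutant. Fitted on each mutant with WT alone, a choice made after the data were seen, it called 1792 and 740, 1576 and 490, and 844 and 222. In simulated L4 data with 200 genes changed by a log2 of 3, it recovered 198 with 4 false calls, and edgeR recovered 195 with 0 false calls. These simulations took the L4 files as replicates, as the tests do.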

### Statistical analyses

‘N’ denotes the number of independent replicate experiments performed, while ‘n’ indicates total number of animals analyzed for each condition. Statistical analyses were performed in GraphPad Prism 8 and R software version 3.6.1. Statistical tests are reported in figure legends. For all graphs, all the p-values were noted according to APA annotation style. *p* value > 0.05 not significant (n.s.); *p* value < 0.05 (*); *p* value < 0.01(**); *p* value < 0.001 (***).

## Supplementary information

Supplementary Legends.

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

ChIP-seq and RNA-seq data have been deposited at GEO (GSE146655).

# Supplementary material for: Ancestral function of Inhibitors-of-kappaB regulates Caenorhabditis elegans development
**Source:** Sci Rep. 2020 Sep 30;10:16153. doi: 10.1038/s41598-020-73146-5
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Figure legends**

**Figure S1. Characterization of NFKI-1 and IKB-1. Related to Figure 1. (A, B)** Phylogenetic trees for NFKI-1 (A) and IKB-1 (B) proteins. The alignments were 900 and 2305 amino acids long, and presented on average a 52% and 39% of conservation, respectively^42^. **(C, D)** Potential SUMOylated lysines (k, shown in green) and SUMO-interaction sites (in red) in the NFKI-1 (C) and IKB-1 (D) proteins, as predicted using the GPS-SUMO tool^18^.

­

**Figure S2. Expression profiles of NFKI-1 and IKB-1. Related to Figure 1. (A)** RNA-seq time series^20,22^ showing *nfki-1* (green) and *ikb-1* (red) stage-specific expression profiles of embryonic development and all postembryonic stages. Expression data is presented as the average depth of coverage per million mapped reads (DCPM). Data were retrieved from GExplore 1.4 (www.genome.sfu.ca/gexplore)^21^. Plot was generated using Graphpad Prism 8. **(B)** Microscopy image of representative CER147 [*cerEx35[nfki-1p::nfki-1::TY1::EGFP::3xFLAG+unc-119(+)*] overexpression line at L4 larvae stage. Scale bar: 100 μm. The inset shows the boxed area at higher magnification. Inset scale bar: 10 μm. **(C)** Representative fluorescence microscopy images of a compound IKB-1::mCHERRY and GFP::MEL-28 L2 animal. IKB-1::mCHERRY display dot-like structure signals in the body wall muscle and pharynx tissues. GFP::MEL-28 endogenous reporter was used as a nuclear envelope marker. DAPI channel was merged to show gut autofluorescence. Scale bars: 50 μm.

**Figure S3. Endogenous reporters’ expression under starvation states and whole CDS deletion allele characterization. Related to Figure 2.** (**A**) Schematic representation of whole gene deletion mutant strain CER561 [*nfki-1(cer163[nfki-1p::EGFP1-3]) X]* by CRISPR-Cas9. Generation included the use of 2 crRNAs, one near the start codon (1, in orange) and the other near the stop codon (2, in purple). Protospacer adjacent motif (PAM) sequences are depicted in blue and underlined in the sequences. 35 bp-homology arms are highlighted in yellow. Chevron signs indicate *nfki-1*’s CDS last 23 nucleotides, we inserted an additional nucleotide to ensure the preservation of the frame (highlighted in pink). Black arrowheads depict the Cas9 cut site and black arrows show the insertion/deletion site. Full sequence of the repair template is displayed at the bottom. We included the flaking regions of an EGFP in the repair template (termed EGFP1 and EGFP3, respectively, highlighted in green), to facilitate a possible generation of a transcriptional reporter by Nested CRISPR methodology^49^. **(B)** Representative DIC images showing morphological defects observed in *nfki-1(cer163)* mutant animals. Scale bars: 20 μm. The graph indicates the percent of larvae with aberrant morphology, which is similar to the percentage observed with *nfki-1(cer2)* allele. *n>3500.* N=1. Error bars show upper and lower limits of 95% confidence intervals (CI) calculated by Wilson/Brown method of 1 experiment. Statistically significant differences were calculated using two-sided Chi-square test (CI: 95%). Plot was generated using Graphpad Prism 8.

**Figure S4. RNA-seqs analyses and H3K27me3 amount in IκB mutants. Related to Figures 3 and 4. (A)** Doughnut charts showing the distribution of genes categorized according to whether their expression is ubiquitous (green), germline-enriched (dark blue), germline-specific (light blue), soma-specific (yellow) or unclassified (gray) for differentially expressed genes at L1 stage. Numbers in the center represent the number of genes in each dataset. Categories dataset was extracted from^44^. Statistically significant differences between expected and observed distribution was calculated using Chi-square test for goodness of fit (p<0.05). Doughnut charts were generated using Graphpad Prism 8. **(B)** 2D plot illustrating the correlation between genes differentially expressed in *nfki-1* and *ikb-1* deficient animals at L1 stage. **(C)** PCA analysis of RNA-seq samples at L4 (orange) and L1 (blue) for wildtype (WT) and *nfki-1* and *ikb-1* mutants. ‘R’ denotes each replicate. **(D)** Western blot analysis of total protein lysates of L4 worms with the indicated genotypes using an H3K27me3 antibody. Histone H3 is used as a control. Uncropped images of the blots are included in **Supplementary Figure S5**. Plots in panels B and C were done with ggplot2 package (version 3.2.1, R software version 3.6.1).

**Figure S5. Uncropped images corresponding to blots and gels presented in the main Figures.**

**Supplementary tables.**

**Table S1. ChIP-seq analyses.** List of peaks and annotations of 3xFLAG::NFKI-1 and IKB-1::mCHERRY ChIP-seq at L1 stage. List of peaks and ChIP-seq annotation of H3K27me3 and H3K36me3 marks in *nfki-1* and *ikb-1* mutants.

**Table S2. RNA-seq analyses.** List of differentially expressed genes of IκB mutants’ RNA-seq at L4 stage. Classification of DEGs according to^44^.

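The list of the double mutant in Supplementary Table S2 was at hand in full and holds 1048 different genes. Of these, 971 were among the 1225 called by edgeR at the same threshold. Across the 1046 of them with a value, the log2 fold changes correlated with the paper's at a Pearson's r of 0.999. The L1 lists of the paper hold 402 genes for *nfki-1(cer2)* and 432 for *ikb-1(cer9)*, of which 279 and 336 were at an unadjusted p below 0.1 in edgeR. In these lists the paper's adjusted p was below 0.01 for 0 and 11 genes, and its highest unadjusted p was 0.0999 and 0.100. The lists of the single mutants at L4 were at hand in part and were not compared gene by gene.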

**Table S3. List of strains used in this study.**

**Table S4. Primers sequences and CRISPR reagents used in this study.**

# Supplementary material for: Ancestral function of Inhibitors-of-kappaB regulates Caenorhabditis elegans development
**Source:** Sci Rep. 2020 Sep 30;10:16153. doi: 10.1038/s41598-020-73146-5

## Supplementary Information

### **Ancestral function of Inhibitors-of-kappaB regulates *Caenorhabditis elegans* development**

David Brena, Joan Bertrán, Montserrat Porta-de-la-Riva, Yolanda Guillén, Eric Cornes, Dmytro Kukhtar, Lluís Campos-Vicens, Lierni Fernández, Irene Pecharromán, Albert Garcia-López , Abul B.M.M.K Islam , Laura Marruecos, Anna Bigas, Julián Cerón and Lluís Espinosa

**Figure S1. Related to Figure 1.**

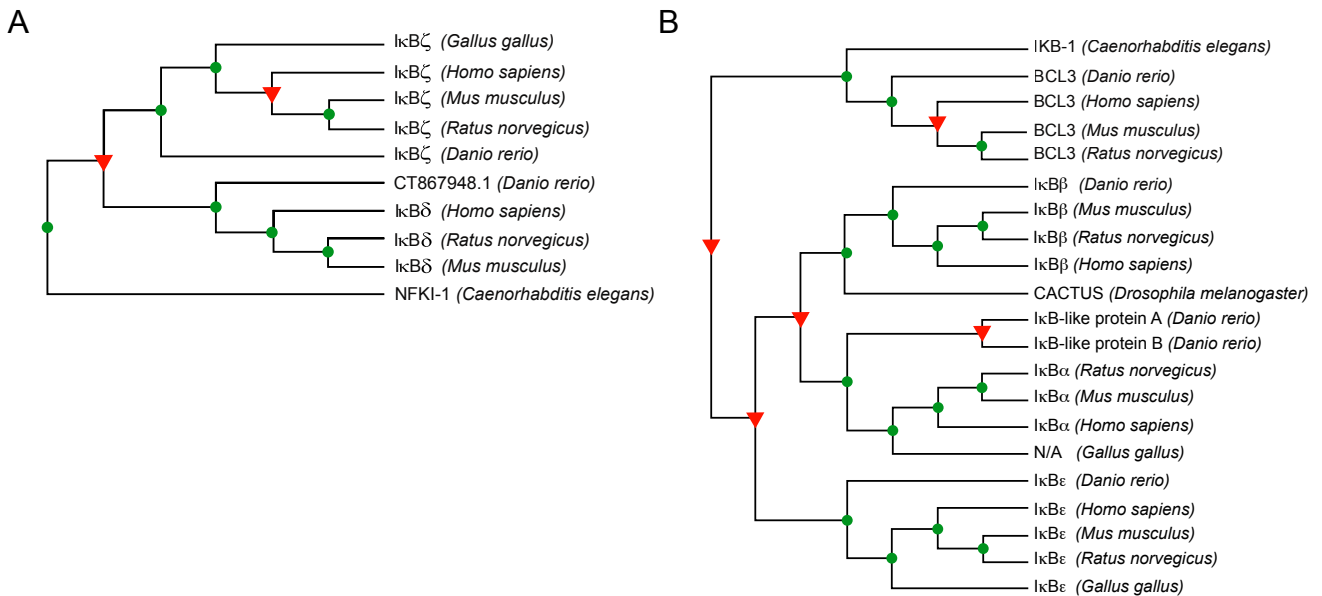

**C**

### NFKI-1

```

1 matvapkgnc lvaraipsds hadqltdllc klsvngdanq ksvnkfesqh gvtpsdfrdi
61 qnirssalak ktktskfqlg gvtlfadltp nskskk■kten getkekdeea ee■kdgppk■d
121 dkelkm■kek eqedenaeld eqkkdgdllg rgpvhnvrva tggshpyhra qipygcaaqt
181 pitdisaytg ysggyecgst wslspdttig sisasttpdt vlssdgygsa sppqhsptes
241 lqspfsdiss adtsrvltpe nnelpeslqd filqysnqyt keesirgrpp sad■sgvsspm
301 sarsapyasp hvpqgtcsgp ttpsfnqtrl sprtsengit akqrlnaiip esdlatgfhw
361 acttwknvlt nrdadgdtp l hivaahndlg kiyalcetlr ktmnenddnv fnvsnnfget
421 plyvavlqrs ievveyllel gaspnssrrs avgdsplhfa targmnmve allskreirv
481 netnddgqts llcavkmhgm mdeqtqhkid nkxiemlik agadptiaet stgktivhha
541 vdkmdvelld flktvvnedt ftelanlsdf hgdtavdlle sstqnedtnn vrenlyirll
601 tsgavpnksr a

```

**D**

### IκB-1

```

1 mskadendan ltengvhksr sdseinshts sihksssqhr rlfiddisti easagdrvwa
61 tcsgagdate litihflgdq feesaidvvr khslvmftvp sl■kvdselev elrfstsdnd
121 vttisfkyllp rkiqrshtqe islfdnllef atngdtisll qpfaqiskq diegntvfhv
181 aakngqsfsll klllsvippd ik■nevinvqn thgltalhva irtgdpdavh ylmnhgakid
241 isdnhgstal hylgdaynes ifkeilepsr gqrfdvnqln segfapihva vrrklslie
301 mlieagalid fldtekkra lmhaiemndf etiqllverg sgt niedesg etalslavkn
361 vnypviglll dngadpnrqn skgicladse dsviqniing drpelpkkea fgvpndlais
421 rsplfgrshp dqapgeesgr hrvvksree ilndaqtlla etdsmaprvs ristesesede
481 qqpqpstssg trrrrsewdr npklsvdcn ldyltrirva kifddqckwq rlaqqlncdh
541 mvelisicss gddssptmil ldqfeqleds sisrlrdamn qmaeddavkl id■sryvy

```

Figure S2. Related to Figure 1.

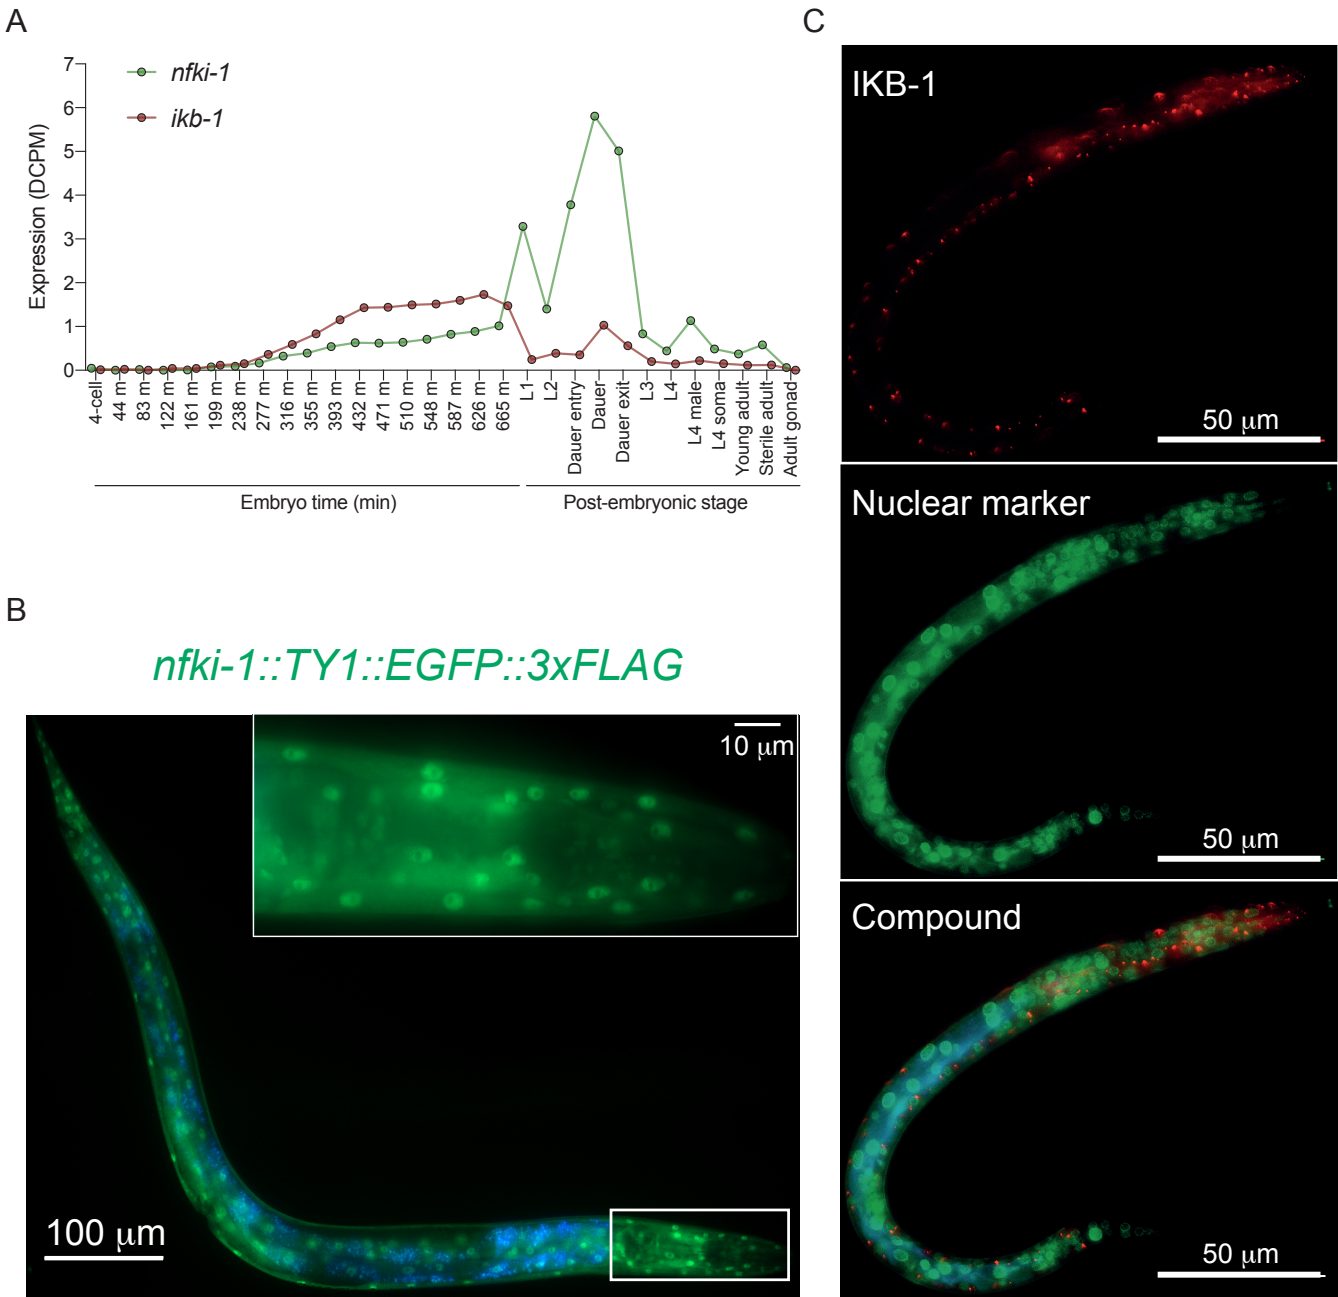

Figure S3. Related to Figure 2.

A

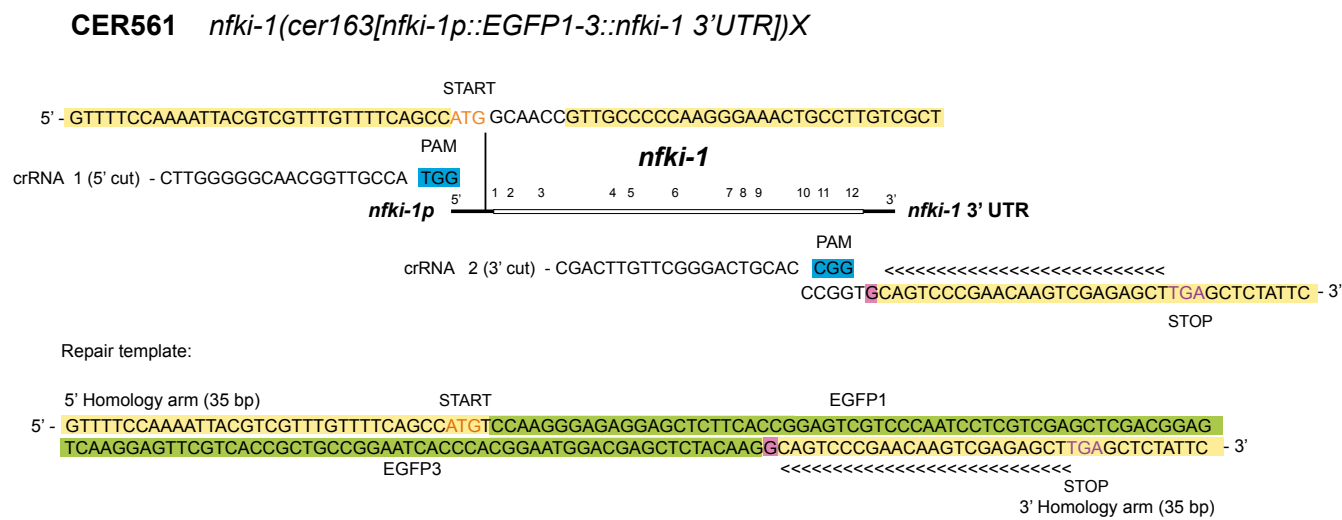

B

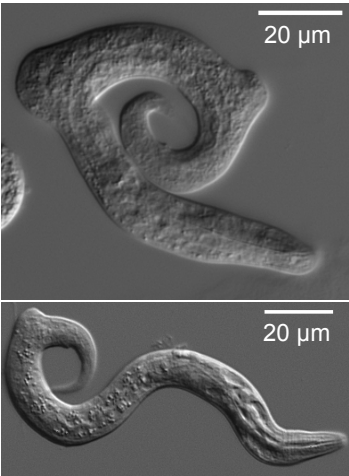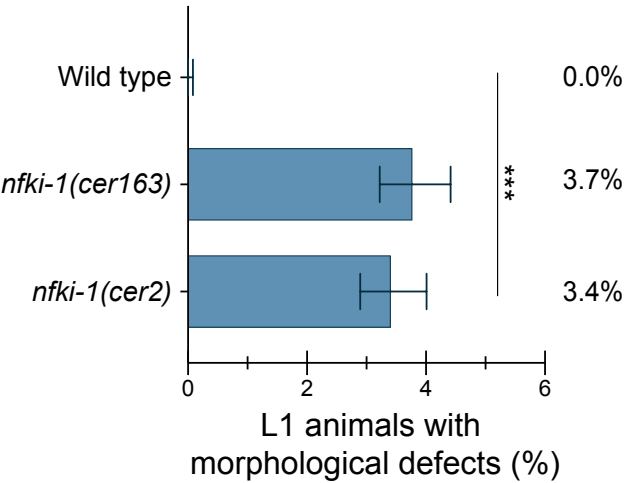

Figure S4. Related to Figure 4.

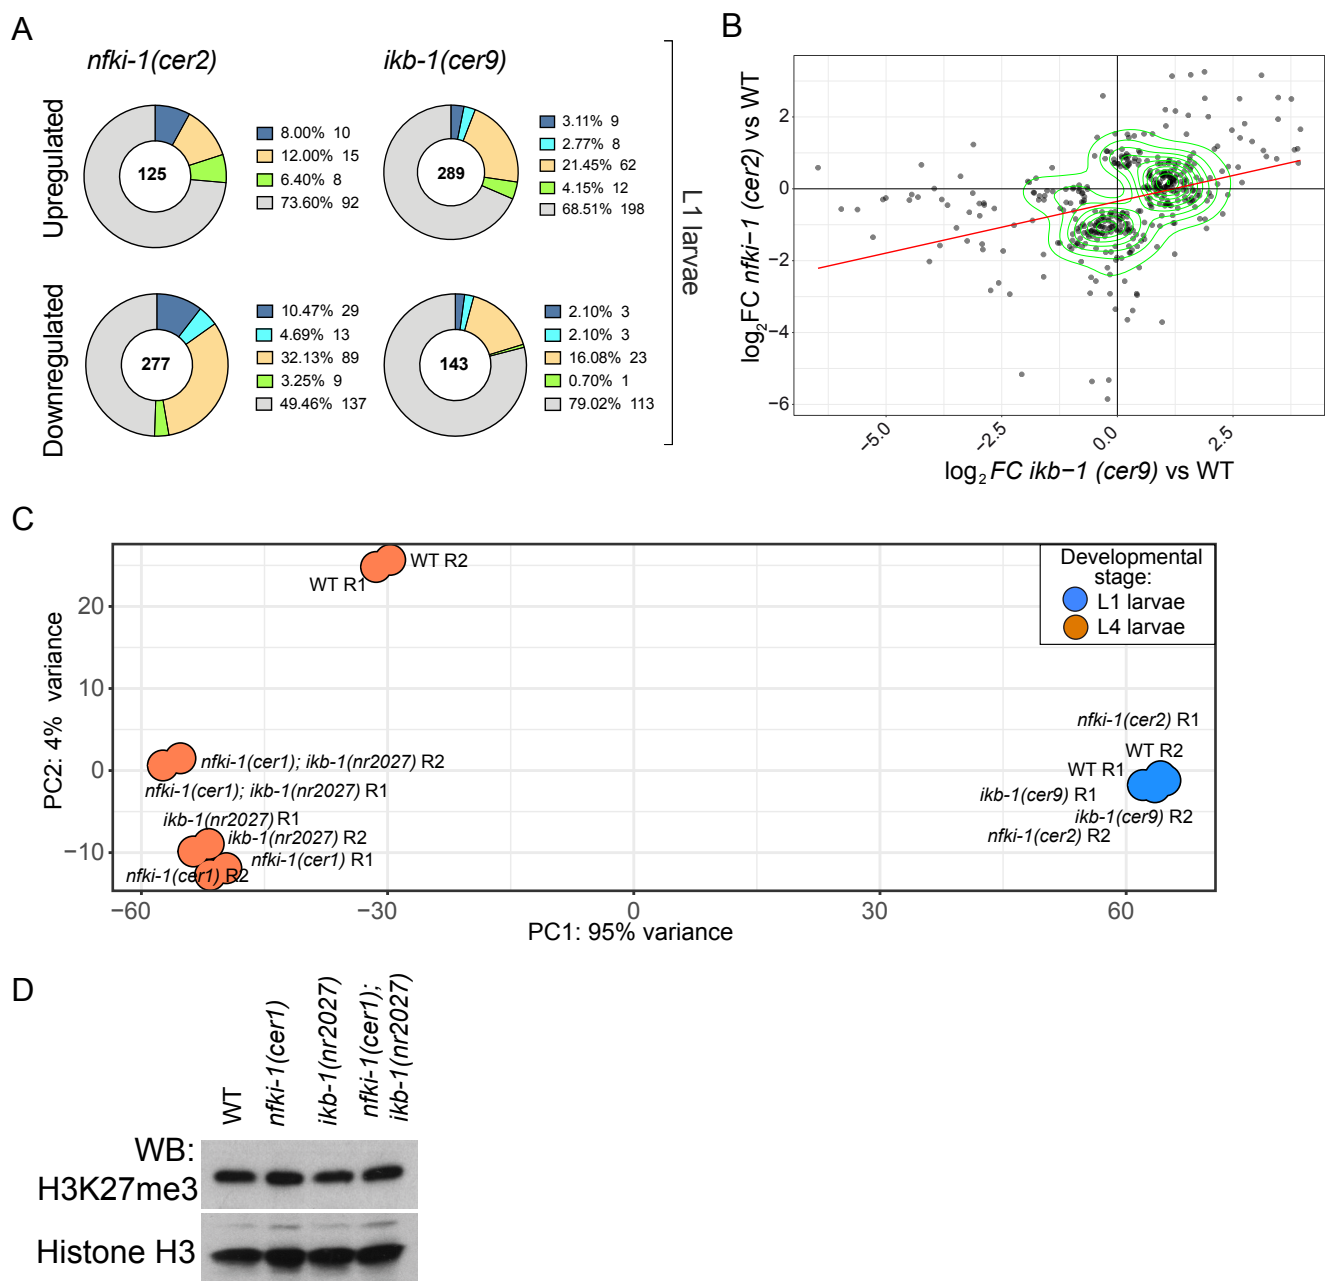

Figure S5.

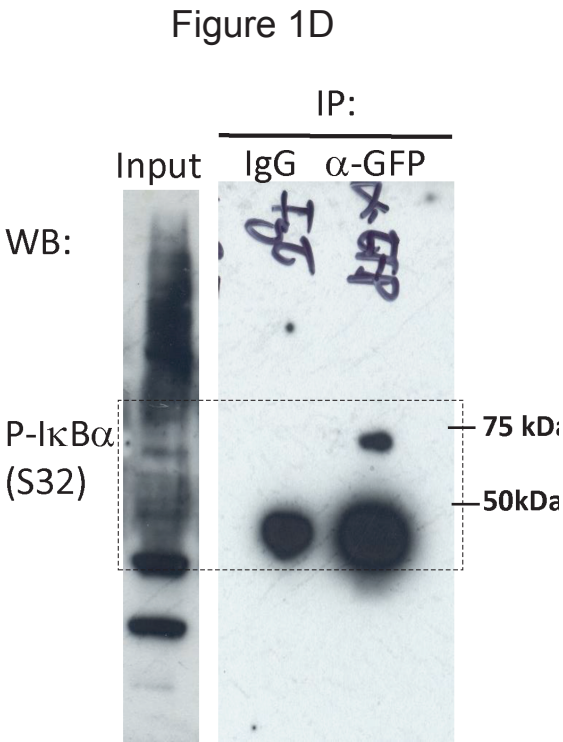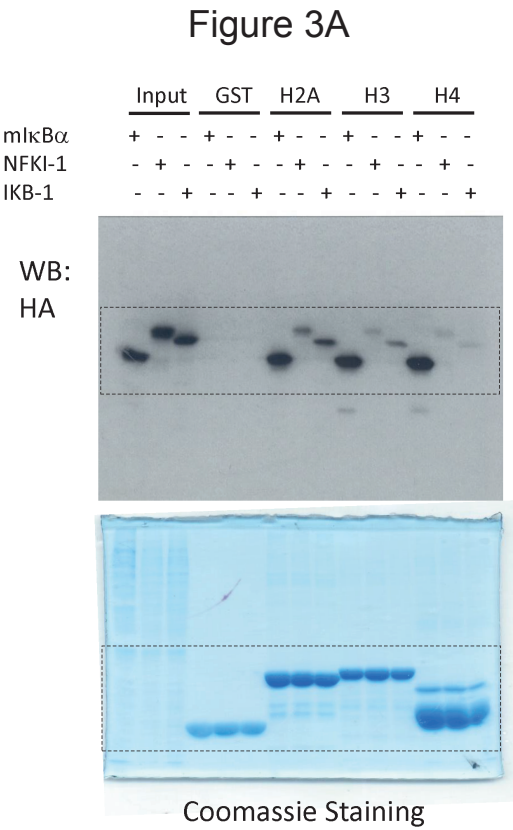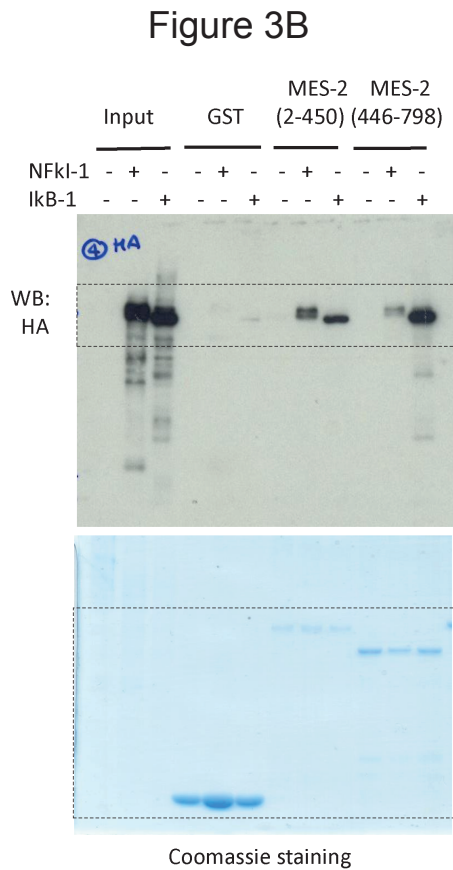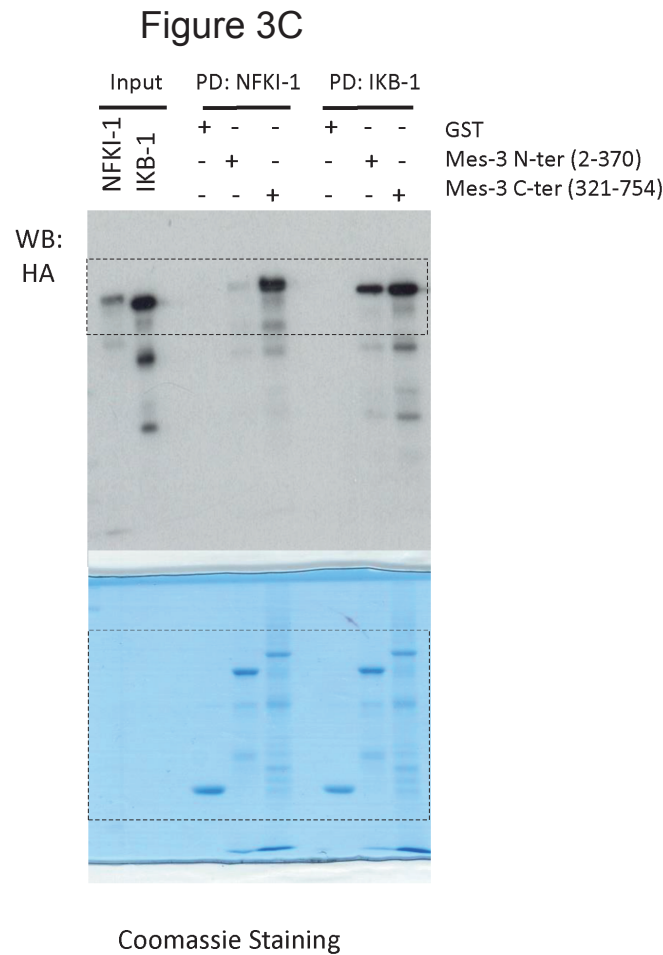

Figure 3D

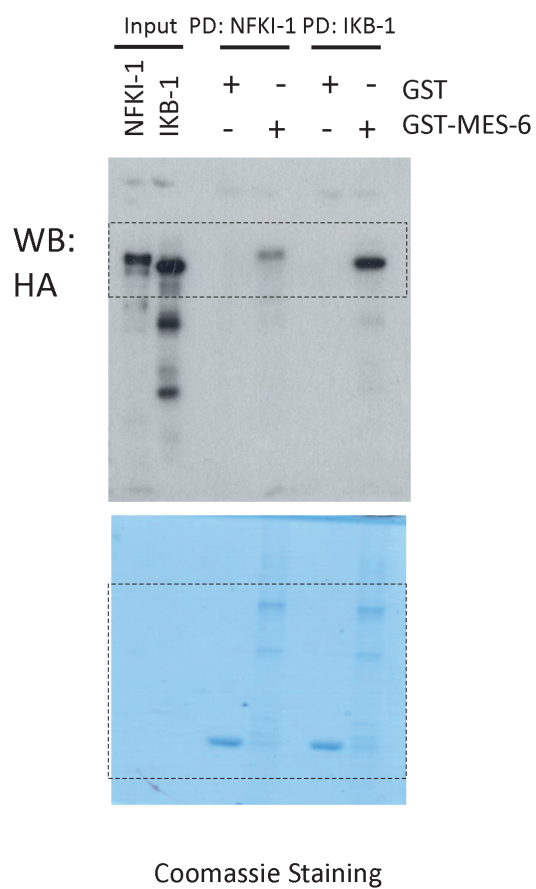

Figure 3F

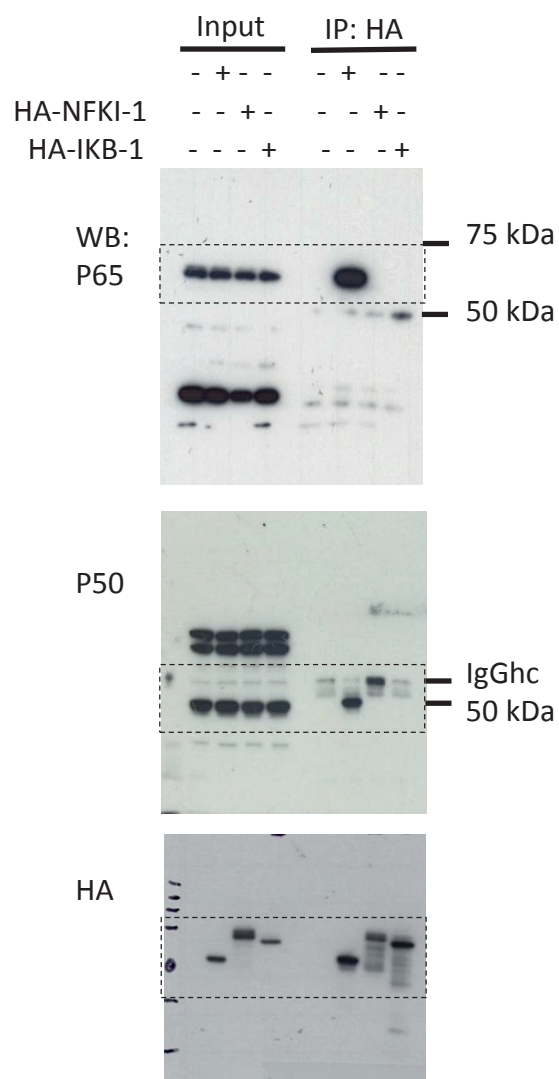

Figure S4D

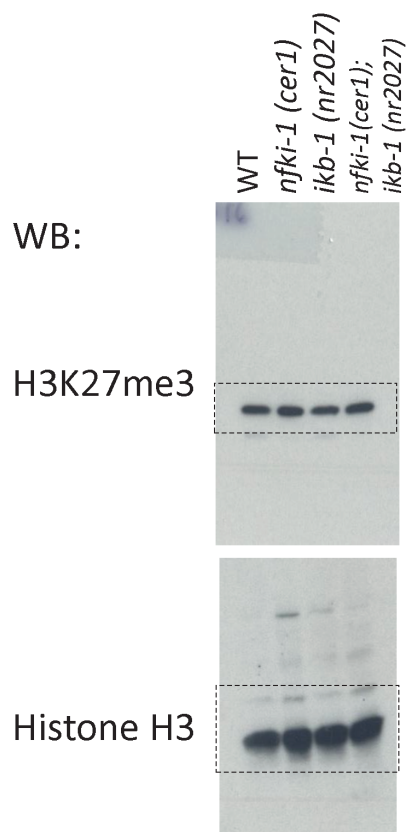

**Supplement:** Supplementary file 2 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

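The data are RNA-seq read counts of whole *C. elegans* larvae in 14 libraries. At L4 there are 2 files each of WT, *nfki-1(cer1)*, *ikb-1(nr2027)* and the double mutant, and at L1 there are 2 libraries each of WT, *nfki-1(cer2)* and *ikb-1(cer9)*. According to the authors, reads were trimmed, aligned to WBcel235 with Bowtie2, kept where they aligned uniquely and counted per gene with HTSeq, and the counts as deposited carry no normalization. Every count was checked to be a whole number, and the last lines of each file, which name no gene, were kept apart.

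The median number of reads counted on genes was 21186295 per file at L4 and 60166419 per library at L1. A gene with 10 counts is thus measured with a counting error that is large beside the differences between libraries, and ratios at L4 are given with exact binomial 95% intervals on the summed counts of the pair. If both files read the same fragments, summing counts some fragments more than once, and these intervals are too narrow.

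The tests used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and the tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10, libraries were scaled by TMM, and all libraries of a stage were fitted together with edgeR's quasi-likelihood method and the Benjamini-Hochberg adjustment. At L4 a gene was called at an adjusted p below 0.01 and a log2 fold change of at least 2 in size. At L1 genes were counted at an adjusted p below 0.01 and at an unadjusted p below 0.1. Lists of genes were tested with fry and camera (preset correlation 0.01) at a false discovery rate of 0.05, for lists with at least 3 tested genes. Each list was also compared at L4 with 10000 random lists drawn within 20 bins of expression. The lists hold PRC2 genes, genes the paper names, Hox genes, sperm genes, oocyte and eggshell genes, germ cell genes, vitellogenins, molting cycle genes, adult cuticle collagens, furrow collagens, heat shock genes, and the *msp*, *col* and ribosomal protein families. The tests were tried on simulated data with known changes.

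The samples, the tests, the lists, the rule for naming genes and most alternatives were set before the data were examined. That rule takes every gene of the PRC2, paper-named and Hox lists, and the 3 largest increases and decreases of each L4 mutant among called genes with a mean of at least 10 CPM that changed the same way in both files. It also takes the 3 genes of smallest p in each L1 comparison and the most abundant member of each other list at L4. The values of *nfki-1*, *ikb-1*, *mes-2*, *oma-1*, *vit-2* and *deps-1* in the paper's tables had been seen by then.

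The alternatives were DESeq2, RLE size factors, library totals alone, no filter, at least 10 counts in every library, a replicate block, a fit of each comparison alone, each replicate left out, the adjusted p alone, glmTreat at a log2 fold change of 1 and camera. For the principal components they were a prior count of 0.5 in place of 2, all genes in place of 500, DESeq2's variance-stabilizing transformation and each stage alone. After the counts had been seen, DESeq2 was added in a fit of each pair of strains. Fits that take each L4 pair as 1 sample, with the spread of the L1 replicates, were added at the same point, as were fold changes without a test and the number of genes beyond the fold change threshold between the L1 replicates (log2 of CPM plus 0.1). Unchanged groups were simulated 100 times at L4 and 20 times at L1.

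The gene by gene comparison with the paper's L4 lists of the single mutants was left out because these lists were at hand in part. Other splits of the samples were not counted, since no group has 3 samples. ChIP, Western blot and phenotype data are not part of the files.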

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

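The *col* family at L1, the scaling of the L4 lists, the sum of the single changes and a WT population unlike the others were tested only after the results had been seen, as were the fits with the spread of the L1 replicates and the fold changes between these replicates.

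In edgeR's interaction test at L4, 2252 genes were higher and 3058 lower in the double mutant than the sum of the single changes (1354 and 4014 with library totals alone). The test takes the 2 files of a strain as replicates, although they are 1 sample, and it was not run with the spread of the L1 replicates. The tables argue against separate effects of the deletions that add up, which would give a positive correlation between changes that share no sample, where rho was -0.70. They also argue against chance differences of the size seen between the L1 replicates as the whole source of the differences from WT, while the spread between L4 populations is not known. In *nfki-1(cer1)* 602 genes passed with the spread of the L1 replicates. In the double mutant 0 passed in that fit (edgeR, 2341 at an unadjusted p below 0.05), but 1060 genes were beyond the fold change threshold, against 143 to 333 between the L1 replicates of a strain by the same measure. A WT population unlike the others, with no other difference, would leave the correlation above near 0, so the tables argue against it as the whole source. Larger chance differences in more than 1 population were not tested.

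Several lists outside the genes the paper discusses moved at L4. In *nfki-1(cer1)* the median log2 ratio was 4.58 for the vitellogenins, -2.47 for the molting cycle genes, -4.15 for the furrow collagens and -4.52 for 3 tested heat shock genes of 7 listed. The heat shock median was -3.90 in *ikb-1(nr2027)* and -1.85 in the double mutant, and *hsp-70* had log2 ratios of -4.40, -2.48 and -2.14. The tables argue against scaling, since with library totals alone the *nfki-1(cer1)* median nearest to 0 of these lists was -2.06. A candidate explanation is that the mutant populations were further along from L4 to adult than the WT population. The adult cuticle collagens, with a median of -2.73 in *nfki-1(cer1)* and members that go both ways, leave this open, and it cannot be told apart from a slower WT sample or an effect of the genotype. The heat shock genes have no place in that account, and no explanation was tested for them.

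At L1 the *col* family had a median log2 fold change of -0.46 in *nfki-1(cer2)*, with 29 of 121 genes higher and a false discovery rate of 0.00966 in fry. Against *ikb-1(cer9)* the median was -0.35. The tables argue against a batch marked by the replicate number, with a median of -0.44 in the fit with the replicate block and a rate of 0.0469. Library totals alone gave -0.45. They moved the median of all genes only from -0.003 to -0.005, so they hardly changed the scaling and do not test it. Reads shared between near-identical collagen genes would leave the sum over the family unchanged. Against WT of the same replicate number this sum was 0.621 and 0.616 times in *nfki-1(cer2)*, which goes against them, but it was 2.04 and 0.714 times in *ikb-1(cer9)*, so the spread between pairs leaves them open. Another point of the molting cycle may account for the decrease and stays open too, with a median of -0.59 for the molting cycle genes that did not pass fry (rate 0.560). The call rests on single libraries: the rate was 0.128 without WT replicate 1, 0.0641 without *nfki-1(cer2)* replicate 1, and 0.0741 and 0.183 without *ikb-1(cer9)* replicates 1 and 2.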

How the results depend on the processing

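The fits with the spread of the L1 replicates and DESeq2 on each pair of strains were chosen only after the results had been seen; the other alternatives were set earlier.

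Of 277 values under these earlier alternatives, 209 stayed the same, 3 passed a threshold they had not passed and 65 moved. Of 262 with 1 replicate left out, 227 stayed the same, 34 moved and 1 changed sign. Of 30 under the later alternatives, 16 stayed the same and 14 moved. For single genes, 1271 of 1305 stayed the same (19 weaker, 15 stronger), 1352 of 1380 with a replicate left out (28 weaker), and 178 of 189 under the later alternatives (7 weaker, 4 stronger).

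With each L4 pair as 1 sample and the spread of the L1 replicates, 485 genes were higher and 117 lower in *nfki-1(cer1)*, 214 and 18 in *ikb-1(nr2027)*, and 0 and 0 in the double mutant (edgeR, 2341 at an unadjusted p below 0.05). With the replicate block at L1 they were 992 and 525, 843 and 248, and 0 and 0 (3721). By the adjusted p alone they were 5288 and 5170, 5144 and 4846, and 3631 and 3728, with 423 and 779 between the single mutants, 5235 and 5346 for the interaction, and 617 germline-enriched, 113 soma-specific and 129 ubiquitous genes higher in the double mutant. glmTreat gave 2926 and 1920 in *nfki-1(cer1)*, 2742 and 1425 in *ikb-1(nr2027)*, and 16 and 14 between them. Library totals alone gave 2598 higher and 510 lower in *nfki-1(cer1)*, 2254 and 380 in *ikb-1(nr2027)*, 1354 and 4014 for the interaction, and 0.29 for *mes-3* in the double mutant. With at least 10 counts in every library, 368 were lower in *ikb-1(nr2027)*, 618 higher and 164 lower in the double mutant, and 1 and 8 between the single mutants, with an L4 correlation of 0.965.

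Between the single mutants DESeq2 gave 17 higher and 16 lower, a fit of these strains alone 0 and 0 (edgeR), and the replicate block 43 higher. The L4 correlation was 0.957 with DESeq2, 0.958 over all genes, 0.971 over genes called in both, and 0.908 and 0.914 with separate WT files; the L1 correlation was 0.194 with 1 of the 2 ways to use separate WT libraries, where the batch enters the mutants with opposite signs.

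At L1 and an adjusted p below 0.01, DESeq2 called 1 gene in *nfki-1(cer2)* and 8 in *ikb-1(cer9)*, DESeq2 on each pair 11 in the latter and no filter 3, and 1 passed an adjusted p of 0.1 there. DESeq2 gave *ikb-1* a log2 fold change of -4.50, past the threshold. At an unadjusted p below 0.1 the replicate block gave 575 higher and 717 lower in *nfki-1(cer2)* and 672 and 503 in *ikb-1(cer9)*, fewer than unchanged groups gave with the block (1802 and 1771), and no filter 297 and 498, and 466 and 353. DESeq2 on each pair gave 124 higher in *nfki-1(cer2)*, and summed replicates 345. With camera the germline-specific genes passed at -0.072 in *nfki-1(cer2)*, and 4 and 2 lists passed at L1 and 8 in the L4 double mutant.

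The first 2 components held 92.5% and 5.90% after the variance-stabilizing transformation, 61.3% and 14.9% at L1 alone, 81.7% and 11.3% at L4 alone, 81.8% and 9.76% with all genes, and 95.2% and 2.30% at a prior count of 0.5.

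Where a replicate was left out, the lone sample was assumed to vary like the others. Between the L4 single mutants 13 to 21 genes were higher (13 and 14 without *nfki-1(cer1)* replicates 1 and 2, and 13 and 14 without those of *ikb-1(nr2027)*) and 3 to 21 lower (3 and 4, and 10 and 8; 18 without either WT file; 21 without either file of the double mutant), and the L4 correlation was 0.938 to 0.95. In L1 *nfki-1(cer2)* 167 to 741 genes were higher (741 and 403 without WT replicates 1 and 2) and 318 to 570 lower (570 and 528). In *ikb-1(cer9)* 276 to 770 were higher (638 and 770 without the WT replicates, 439 without *ikb-1(cer9)* replicate 1) and 163 to 571 lower (571 without WT replicate 2, 530 and 328 without *ikb-1(cer9)* replicates 1 and 2). The L1 correlation was 0.303 to 0.875 (0.875 and 0.818 without the WT replicates), and the median of the germline-specific genes in *ikb-1(cer9)* was -0.21 to 0.030, above 0 without its replicate 1. In *nfki-1(cer2)* 0 to 1 lists passed, with 0 without WT replicate 1, *nfki-1(cer2)* replicate 1 and either *ikb-1(cer9)* replicate.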

Differences from the paper's values

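DESeq2 on each pair of strains is the only test in this part that was chosen only after the result was seen.

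At L1 in *nfki-1(cer2)*, 190 genes were higher at an unadjusted p below 0.1, and the paper lists 125. Of the alternatives set before the data were examined, RLE size factors (186), library totals alone (151), at least 10 counts in every library (168), a fit of each pair alone (173) and the fit without *nfki-1(cer2)* replicate 1 (167) fall within 1.5 times the paper's count. No filter (297), the replicate block (575), DESeq2 (188), summed replicates (345) and the fits without WT replicate 1 (741), WT replicate 2 (403), *nfki-1(cer2)* replicate 2 (194) and *ikb-1(cer9)* replicates 1 and 2 (207 and 211) do not. DESeq2 on each pair, chosen after the values were seen, gave 124 and drops 13 of the paper's 402 genes.

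At L1 in *ikb-1(cer9)*, 0 genes passed an adjusted p of 0.01 in edgeR, with 141 higher and 93 lower at an unadjusted p below 0.05, and 11 of the paper's listed genes are below it. Of the alternatives set before the data were examined, DESeq2 called 8, within 1.5 times the paper's count, and drops 4 of the paper's genes. The others do not reach it, with 3 genes at no filter, 1 at an adjusted p below 0.1 and 0 in the rest. DESeq2 on each pair, chosen after the values were seen, called 11 and drops 0 of them.

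The median L1 file held 73.4 M reads, and the paper gives at most 35 M per sample. No alternative bears on this total, and at L4 the median of 24.9 M is below the paper's figure.

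The paper states that PRC2 genes showed no significant change in expression. At the adjusted p of 0.01 in its methods, *mes-2*, *mes-3* and *mes-6* all passed at L4 in edgeR, with log2 fold changes of 2.09, 1.92 and 1.65 in *nfki-1(cer1)* and 1.89, 1.81 and 1.43 in *ikb-1(nr2027)*, in a test that takes the 2 files of 1 sample as replicates. The paper's own list for *nfki-1(cer1)* holds *mes-2* at 2.15. With the fold change limit of Fig. 4A *mes-2* in *nfki-1(cer1)* alone passed. In the double mutant *mes-2* alone passed the adjusted p, and no PRC2 gene passed at L1. As the RNA is from whole animals, a larger share of germline transcripts is not separated from a change in PRC2 expression itself. The L1 lists are headed with an unadjusted p of 0.1, while the methods give an adjusted p of 0.01. The heading of the paper's L4 list of *nfki-1(cer1)* gives a p of 0.01, and of the 1998 genes at hand 1577 have an adjusted p below it, with a highest unadjusted p of 0.386.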

Other observations

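The comparisons of the L4 files of a strain, the correlation of the L1 replicate differences and the fits with the spread of the L1 replicates were chosen only after the results had been seen.

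The 2 L4 files of a strain differ by a gene-specific offset that the strains share, and beyond it by less than counting noise. With the offset removed, the highest ratio of their squared difference to the counting variance was 0.510, against 3.37 to 4.45 with it. The tables argue against separate cultures or libraries, for which the lowest L1 ratio was 7.11, and against 1 library sequenced again, for which simulated files gave at least 0.975. A candidate explanation is that both files read the same fragments. No biological explanation was tested.

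The difference between replicates 1 and 2 at L1 was shared by the strains, with a correlation of at least 0.498, which is consistent with a batch marked by the replicate number. Whether batch differences hide the genotype effect at L1 stays open. With the replicate block in edgeR 0 genes passed in *nfki-1(cer2)* (575 higher and 717 lower at an unadjusted p below 0.1; DESeq2 without the block, 1), but *ikb-1* did not pass in *ikb-1(cer9)* in that fit either, at a log2 fold change of -4.55 and an adjusted p of 0.0352.

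The fold changes of the mutants correlate at both stages, and each stage has a shared WT. At L1 unchanged groups gave a median rho of 0.698 (range 0.645 to 0.728), and the observed 0.453 lies below that range. The observed rho thus does not go beyond what shared WT samples give in the simulation. As the simulation does not describe these libraries, it cannot show that the shared WT samples account for the correlation. At L4 unchanged samples gave 0.586, below the observed 0.948, but the simulation holds no WT population unlike the others. Changes that share no sample correlated at -0.70 and -0.69 across genes at L4, which argues against an unusual WT sample with no other difference. An unusual WT sample among other differences cannot be told apart from an effect common to the deletions there.

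Genes called higher in *nfki-1(cer1)* at L4 made up 7.05% of X-linked and 13.1% of autosomal genes tested, an odds ratio of 0.503. It was 0.537 in *ikb-1(nr2027)* and 0.748 in the double mutant. By the adjusted p alone it was 0.342 in *nfki-1(cer1)*, 0.344 in *ikb-1(nr2027)* and 0.394 in the double mutant. Without the genes of the study's germline classes it was 0.579, 0.604 and 0.660 in the same order. These classes cover only genes that the study had called in *nfki-1(cer1)*, so leaving them out removes mostly genes called higher. On X the genes tested fell from 2056 to 2007 and those called higher in *nfki-1(cer1)* from 145 to 96, so these ratios depend on the calls themselves. A loss of PRC2 silencing on X in the germline would by itself raise X-linked genes. The odds ratios over all genes tested argue against it as the main source of the genes called higher. A larger share of germline transcripts, few of them X-linked, would lower the odds ratio. The classes hold only 2 of 19 sperm genes, so leaving them out does not remove that share, and a smaller loss stays open. Genes called lower had odds ratios of 1.52, 1.43 and 1.73.

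Other lists at L4 are given for *nfki-1(cer1)*, *ikb-1(nr2027)* and the double mutant in this order. The *col* family had medians of -1.24, -1.06 and 0.29, with 28, 33 and 78 of 136 genes higher, and *col-129* had log2 ratios of 2.72, 2.97 and 3.39. Ribosomal protein genes had medians of -1.08, -0.83 and -0.35, with 3, 3 and 4 of 75 higher, and *rpl-3* had -1.07, -0.82 and -0.43. Every random list with like expression had a negative median too. The ribosomal medians lay within the range of these lists, above 0.45%, 6.47% and 5.18% of them, so the decrease is not particular to ribosomal genes. The 9 tested *msp* genes of 31, whose reads are shared between copies, were all higher, with medians of 2.24, 2.09 and 2.17, and *msp-50* had 1.91, 1.74 and 2.44. In *nfki-1(cer1)* the *msp* list did not pass fry (rate 0.185), and its median depended on single files. It was 0.617 and 2.77 without *nfki-1(cer1)* replicates 1 and 2, and 4.33 and 1.41 without WT replicates 1 and 2. Of 6 Hox genes 2 were higher, with medians of -1.55, -1.40 and -0.67. *mab-5* had log2 ratios of -2.14, -1.58 and -0.75, *egl-5* -1.77, -1.45 and -0.90, *php-3* -1.55, -1.37 and -0.59, *nob-1* -1.57, -1.59 and -0.75, *ceh-13* 0.72, 0.98 and 0.26, and *lin-39* 0.58, 0.59 and 0.32. The 9 other genes that the paper names had medians of 0.72, 0.67 and -0.36. Among them *utx-1* had 0.71, 0.67 and -0.39, *cbp-1* 1.21, 1.06 and -0.36, *ikke-1* 1.86, 1.59 and 0.19, *lin-23* 1.58, 1.51 and 0.39, and *malt-1* -0.55, -0.24 and -0.56, while the interval of *lag-2* spans 0 in each mutant. With library totals alone no median of these lists changed sign. No explanation was tested for them.

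At L1, *F59A6.10* and *C45B2.2* followed *C45E5.1* in *nfki-1(cer2)*, with log2 fold changes of -1.92 and -1.60 and adjusted p of 1.00 from edgeR and 0.0103 and 0.0976 from DESeq2. No explanation was tested for them.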
